# Global Gene Expression Analysis of Fission Yeast Mutants Impaired in Ser-2 Phosphorylation of the RNA Pol II Carboxy Terminal Domain

**DOI:** 10.1371/journal.pone.0024694

**Published:** 2011-09-12

**Authors:** Reza Saberianfar, Stephen Cunningham-Dunlop, Jim Karagiannis

## Abstract

In *Schizosaccharomyces pombe* the nuclear-localized Lsk1p-Lsc1p cyclin dependent kinase complex promotes Ser-2 phosphorylation of the heptad repeats found within the RNA pol II carboxy terminal domain (CTD). Here, we first provide evidence supporting the existence of a third previously uncharacterized Ser-2 CTD kinase subunit, Lsg1p. As expected for a component of the complex, Lsg1p localizes to the nucleus, promotes Ser-2 phosphorylation of the CTD, and physically interacts with both Lsk1p and Lsc1p *in vivo*. Interestingly, we also demonstrate that *lsg1Δ* mutants – just like *lsk1Δ* and *lsc1Δ* strains – are compromised in their ability to faithfully and reliably complete cytokinesis. Next, to address whether kinase mediated alterations in CTD phosphorylation might selectively alter the expression of genes with roles in cytokinesis and/or the cytoskeleton, global gene expression profiles were analyzed. Mutants impaired in Ser-2 phosphorylation display little change with respect to the level of transcription of most genes. However, genes affecting cytokinesis – including the actin interacting protein gene, *aip1* – as well as genes with roles in meiosis, are included in a small subset that are differentially regulated. Significantly, genetic analysis of *lsk1Δ aip1Δ* double mutants is consistent with Lsk1p and Aip1p acting in a linear pathway with respect to the regulation of cytokinesis.

## Introduction

In *Schizosaccharomyces pombe*, just as in developmentally complex metazoans, cytokinesis is mediated through the assembly and constriction of a contractile, actomyosin ring [1]. In addition to actin, myosin, and other accessory factors that provide the mechanical force necessary for ring constriction, complex signalling networks also exist to ensure that cytokinesis occurs at the correct location within the cell and at the correct temporal position during the course of the cell cycle [2], [3], [4], [5], [6], [7], [8]. Given the importance of cytokinesis in cellular growth and development, it is not surprising that evidence supporting the existence of a cytokinesis monitoring system has emerged in *S. pombe*. This system has the capacity to both delay G2/M progression and stabilize the actomyosin ring upon perturbation of the division machinery and thus aids in the faithful and reliable execution of fission yeast cytokinesis [9], [10].

Critical components of the monitoring system include the Septation Initiation Network (SIN), the Cdc14p family phosphatase, Clp1p, and the Ser-2 carboxy terminal domain (CTD) kinase, Lsk1p [6], [9], [10], [11], [12], [13], [14]. The SIN is comprised of a complex network of proteins (localizing to the spindle pole body and/or the actomyosin ring) that are required for successful ring constriction following chromosome segregation [6], [12], [13]. Clp1p, on the other hand, is a Cdc14 family phosphatase that plays an important role in SIN activation. While the loss of *clp1* results in only weak cytokinesis defects under normal growth conditions, *clp1Δ* cells display a lethal multi-nucleate phenotype when treated with drugs (Latrunculin A) that perturb the normal function of the actomyosin ring. These defects are in part due to the inability of *clp1Δ* cells to prolong the duration of SIN signaling [9], [10]. Similar to *clp1Δ* cells, *lsk1Δ* mutants appear normal under typical growth conditions, but display striking cytokinesis defects upon perturbation of the cell division machinery. Furthermore – as demonstrated by genetic analysis with hypo- and hyper-active SIN mutants – Lsk1p promotes SIN activation [11].

Rather surprisingly given its role in regulating cytokinesis, *lsk1* encodes a member of a multi-protein complex that specifically phosphorylates the Ser-2 residues present in the twenty-nine heptad repeats (Y_1_S_2_P_3_T_4_S_5_P_6_S_7_) found at the extreme carboxy terminus of the largest subunit of RNA polymerase II, Rpb1p [15], [16], [17]. Lsk1p displays significant sequence similarity to human Cdk9p and budding yeast Ctk1. Human Cdk9p, together with cyclin T, forms the p-TEFb complex, while Ctk1 associates with Ctk2 (cyclin sub-unit) and Ctk3 (gamma sub-unit). Both complexes target Ser-2 residues of the RNA pol II CTD and promote transcript elongation [18], [19].

Importantly, *S. pombe* cells bearing *rpb1* alleles (*rpb1-12XS2ACTD*) that encode 12 copies of a mutant heptad sequence in which alanine has been substituted for serine at the “two” position (in order to mimic the non-phosphorylated state) display cytokinesis phenotypes indistinguishable from *lsk1Δ* strains [14]. These data are consistent with a model in which the CTD is indeed the critical target of Lsk1p with respect to its effects on cytokinesis, and suggests that upstream kinases (or phosphatases) might act through the CTD to selectively control the transcription of certain gene subsets.

In recent years several studies have provided evidence supporting such a hypothesis. For example, work in both *Schizosaccharomyces pombe* and *Saccharomyces cerevisiae* has demonstrated that the impairment of CTD phosphorylation does not necessarily result in generalized defects in transcription or transcriptional control [20], [21], [22]. On the contrary, discrete sub-sets of genes are found to be differentially regulated in such cases. These results demonstrate, at least in principle, that changes in CTD phosphorylation can result in selective as opposed to general alterations in transcription and phenotype.

In this report, we first demonstrate the existence of a third bona fide subunit of the fission yeast Ser-2 CTD kinase complex, Lsg1p (for *l*atrunculin *s*ensitive CTD kinase *g*amma subunit). We also analyze the effects of impaired Ser-2 phosphorylation on the expression of genes with roles in regulating cytokinesis and/or the cytoskeleton. Significantly, strains bearing the *rpb1-12XS2ACTD* mutation display little change with respect to the level of transcription of most genes. However, genes encoding proteins with roles in cytokinesis – including i) the actin interacting protein, Aip1p, ii) the Clp1p interacting protein, Nsk1p, iii) the spindle pole body protein, Cut12p, and iv) Lsk1p itself – are included in a small subset that are differentially regulated. Surprisingly, many genes with roles in the meiotic cell cycle are also significantly affected. This is consistent with recent data demonstrating that Ser-2 phosphorylation is critical for the induction of *ste11* transcription during sexual differentiation [23]. The relevance of this finding within the context of understanding the possible relationship(s) between CTD phosphorylation pattern (i.e. a CTD “code”) and complex phenotypic change is discussed.

## Results

### The annotated *S. pombe* ORF, SPCC4B3.08, defines a putative gamma subunit of the Ser-2 CTD kinase complex

Ser-2 CTD kinase complexes in fungi consist of i) a catalytic kinase subunit, ii) a regulatory cyclin subunit, and iii) a regulatory “gamma” subunit [24]. A BLAST search using a known gamma subunit as query (budding yeast, Ctk3) revealed that the annotated *S. pombe* gene, SPCC4B3.08, was a likely candidate to encode the fission yeast orthologue (Figure S1A). Proteins related to *S. pombe* SPCC4B3.08 at the primary sequence level exist in the fungal kingdom, but not in metazoans (Figure S1B and C). The SPCC4B3.08 gene will hereafter be referred to as *lsg1* for latrunculin sensitive gamma subunit.

### *lsg1* deletion mutants display cytokinesis defects similar to those displayed by *lsk1Δ* and *lsc1Δ* strains

Deletion of the *lsk1* gene in fission yeast confers hyper-sensitivity to low doses of LatA, a drug that inhibits actin polymerization through sequestering actin monomers [25]. At the concentrations used (30–50 times less than that needed to completely depolymerize the actin cytoskeleton) such treatment leads to a Clp1p dependent delay in mitotic entry and the extended activation of the SIN leading to a prolonged cytokinesis-competent state characterized by continuous repair and re-establishment of the actomyosin ring [9], [10]. In the presence of the drug *lsk1Δ* strains are unable to maintain the integrity of the actomyosin ring leading to cytokinesis failure and the generation of inviable, multi-nucleate cells [11].

In order to test whether *lsg1* encodes a bona fide member of the CTD complex we first deleted the *lsg1* gene and assayed the mutant for sensitivity to LatA treatment. Ten fold serial dilutions of *lsg1Δ*, *lsk1Δ*, and a wild-type control strain were spotted onto solid media containing LatA (0.5 µM) or DMSO (drug solvent) and the plates incubated for 3 days at 30°C. In contrast to the wild-type control, both *lsg1Δ* and *lsk1Δ* cells displayed a similar hypersensitivity to LatA (Figure 1A).

**Figure 1:**
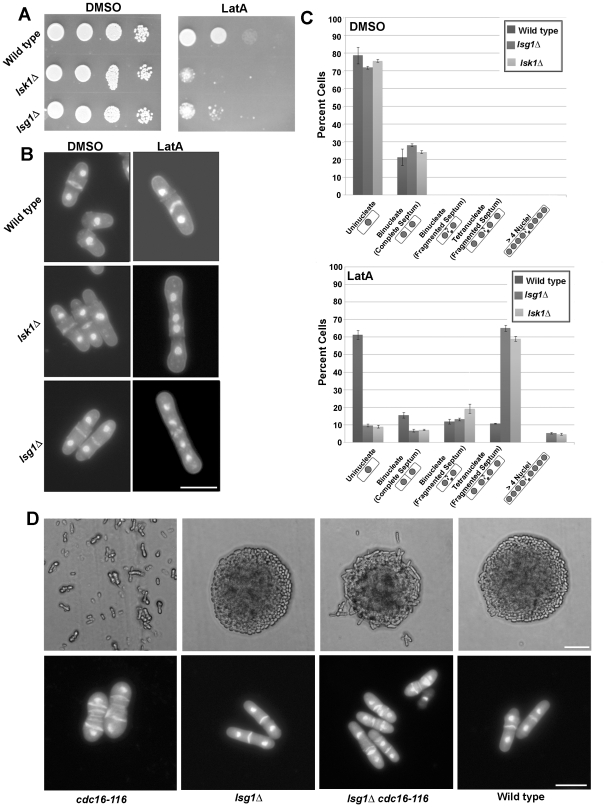
*lsg1* deletion mutants display cytokinesis defects similar to those displayed by *lsk1Δ* strains. (**A**) Ten-fold serial dilutions of logarithmically growing wild-type, *lsg1Δ* and *lsk1Δ* cells were plated onto YES plates containing 0.5 µM LatA or DMSO (solvent control) at 30°C for 3 d. (**B**) Cells of the indicated genotype were grown to mid-log phase at 30°C and then treated with 0.5 µM LatA for 6 h before being fixed and stained with DAPI (nuclei) and aniline blue (cell wall/septa). Bar, 10 µm. (**C**) Quantitation of phenotypes observed for cells treated as in B. Two hundred cells were counted for each genotypic class. Error bars indicate s.d. (n = 3) (D, top panels) Cells of the indicated genotypes were grown at 24°C on YES plates, re-streaked to fresh YES media and then incubated at 36°C for 24 h. Bar, 50 µm (D, bottom panels) Cells of the indicated genotypes were grown to mid-log phase at 24°C and then shifted to 36°C for 4 h. Cells were subsequently fixed and stained with aniline blue (cell wall/septa) and DAPI (nuclei). Bar, 10 µm.

To further investigate the phenotype of the *lsg1* deletion strain at the microscopic level, *lsg1Δ*, *lsk1Δ* and wild-type cells were grown to mid-log phase at 30°C and treated with LatA for 6 hours. After staining with DAPI and aniline blue (dyes which act as markers for the nucleus and cell wall/septum, respectively) cells were examined by fluorescence microscopy. The cells were classified into five different phenotypic categories: i) uni-nucleate cells, ii) bi-nucleate cells with a morphologically normal septum (i.e. the septum completely bisects the cell), iii) bi-nucleate cells with a fragmented septum (i.e. the septum is non-functional and does not completely bisect the cell), iv) tetra-nucleate cells, and v) cells with greater than four nuclei. As shown in Figures 1B and C, *lsg1Δ*, *lsk1Δ* and wild-type strains did not display any obvious growth defects when grown in the presence of DMSO. In contrast, approximately 60% of *lsg1Δ* and *lsk1Δ* cells displayed a tetra-nucleate phenotype when treated with LatA, whereas only approximately 10% of wild type were tetra-nucleate. Furthermore, cells with greater than four nuclei were only observed in the gene deletion mutants (Figure 1C). The distribution of phenotypes between the various classes was similar in both *lsg1Δ* and *lsk1Δ* strains.

Previous studies have shown that Lsk1p and Lsc1p positively regulate the SIN [11], [14]. For example, the deletion of either *lsk1* or *lsc1* rescues the lethal, multi-septate phenotype conferred by the temperature-sensitive *cdc16-116* allele (this allele results in hyper-activation of the SIN pathway) [26]. To test the effects of the *lsg1Δ* mutation on the SIN, *lsg1Δ cdc16-116* strains were created. As shown in Figure 1D, *cdc16-116* cells could not form colonies and died as single undivided cells at 36°C. In contrast, *lsg1Δ cdc16-116* double mutants could easily form viable colonies. Furthermore, when the cells were examined at the microscopic level, *cdc16–116* mutants showed a strong multi-septate phenotype at 36°C while the *lsg1 cdc16–116* cells exhibited a reduced number of septa and were capable of dividing. This is consistent with a model in which Lsg1p, acts as a positive regulator of the SIN.

### Lsg1p physically associates with Lsk1p and localizes to the nucleus

As one might expect based on their role in modulating phosphorylation of RNA pol II, both Lsk1p and Lsc1p localize to the nucleus [11], [14]. To test if Lsg1p showed a similar localization, we created a C-terminal *lsg1*-GFP fusion. Analysis of fixed *lsg1*-GFP cells co-stained with DAPI demonstrated that Lsg1-GFP fusion proteins were targetted to the nuclear compartment (Figure 2A). In a complementary experiment, *lsk1Δ* strains expressing GFP-tagged Lsg1p were created to assess the requirement of Lsk1p for the nuclear localization of Lsg1p. This was done since Lsk1p is required for the proper localization of Lsc1p to the nucleus [14]. Analysis of this strain using fluorescence microscopy demonstrated that the Lsg1-GFP signal in *lsk1Δ lsg1-GFP* mutants was spread within the cytoplasm and was not exclusively localized to the nucleus (Figure 2A). To ensure that the overall level of expression of Lsg1-GFP was the same in wild-type and *lsk1Δ* backgrounds, individual cells were analyzed by thresholding background subtracted images and quantitatively analyzing the identified particles (n = 20 for each genotype). The mean gray value (the sum of the gray values of all the pixels in the particle divided by the number of pixels) was not significantly different in wild-type (17.4+/−1.45) vs. *lsk1Δ* mutants (16.5+/−1.69) (Figure 2B). These data demonstrate that Lsk1p is required for the proper localization of Lsg1p to the nucleus, and suggest that it might be important in the intracellular trafficking of the protein.

**Figure 2:**
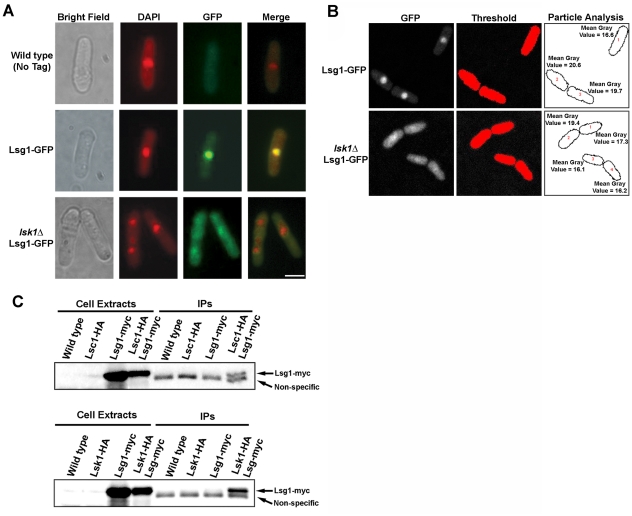
Lsg1p localizes to the nucleus and physically associates with Lsk1p. (**A**) Cells of the indicated genotypes were grown to mid-log phase at 30°C in YES media, fixed, and then stained with DAPI (nuclei) and observed using the DAPI and GFP filter sets. Bar, 5 µm. (**B**) Mean gray level intensity measurements of wild-type (top) or *lsk1Δ* cells (bottom) expressing the Lsg1-GFP fusion protein. Background subtracted images were thresholded and the identified particles quantitatively analyzed using ImageJ. (**C**) Cells expressing the indicated epitope tagged fusion protein were grown to mid-log phase in YES, lysed under native conditions, and subjected to anti-HA immunoprecipitations. Both total lysates (2% input) and immunoprecipitates were resolved by SDS-PAGE and immunoblotted with antibodies specific for the myc epitope. Note the presence of the non-specifically reacting peptide (present in all immunoprecipitates) that acts as a convenient loading control.

Next, to determine if Lsg1p physically associates with Lsk1p and Lsc1p *in vivo*, co-immunoprecipitation experiments using myc-tagged *lsg1* alleles were performed. Consistent with the hypothesis that Lsg1p physically interacts with the other two subunits of the complex, Lsg1-myc fusion proteins could be detected with anti-myc antibodies after immuno-precipitation of extracts from *lsg1-myc lsk1-HA* and *lsg1-myc lsc1-HA* strains with anti-HA antibodies (Figure 2C). Taken together, these data strongly suggest that Lsg1p is indeed part of a tri-partite complex with both Lsk1p and Lsc1p.

### Ser-2 phosphorylation is reduced in *lsg1Δ* mutants

The Rpb1p CTD can be phosphorylated on both Ser-2 and Ser-5 residues of the heptad repeats [27]. Lsk1p and Lsc1p are required for Ser-2 phosphorylation of the CTD, but do not affect the phosphorylation status of Ser-5 residues [14]. We thus chose to examine phosphoserine-2 levels in *lsg1Δ* mutants relative to wild-type cells. To test if this was the case, western blotting using phosphospecific antibodies was performed to determine the effects of the *lsg1* deletion on the phosphorylation of the CTD. A set of three commercially available phosphospecific antibodies was used: 8WG16 (preferential recognition of unphosphorylated CTD), H14 (preferential recognition of Ser-5 phosphorylated CTD), and H5 (preferential recognition of phospho-Ser-2 and phospho-Ser-2,5) [27], [28]. The level of Ser-2 phosphorylation in *lsg1Δ* and *lsk1Δ* strains was reduced in comparison to wild-type cells. However, there was no significant change in the level of Ser-5 phosphorylation or in the levels of unphosphorylated CTD. Antibodies specific for α-tubulin were used to show that equal amounts of protein were loaded for each sample (Figure 3A).

**Figure 3:**
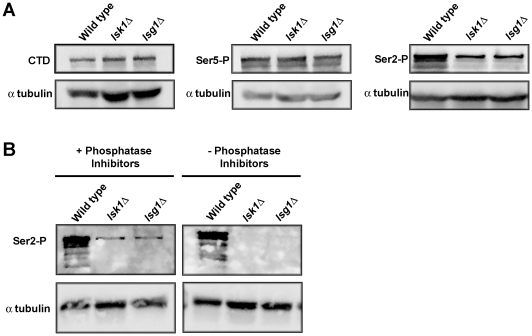
Ser-2 CTD phosphorylation levels are reduced in *lsg1Δ* mutants. (**A**) Cells of the indicated genotypes were grown to mid-log phase in YES. Total lysates were then resolved by SDS-PAGE and immunoblotted with antibodies specific for the unphosphorylated form of the CTD (8WG16), the Ser-5 phosphorylated form of the CTD (H14), the Ser-2 phosphorylated form of the CTD (H5), as well as antibodies specific for alpha-tubulin (loading control). (**B**) Cells of the indicated genotypes were grown to mid-log phase in YES. Total lysates were then prepared using extraction buffer containing or lacking phosphatase inhibitors. Lysates were then resolved by SDS-PAGE and immunoblotted with antibodies specific for the Ser-2 phosphorylated form of the CTD (H5) as well as antibodies specific for alpha-tubulin (loading control).

Interestingly, Karagiannis and Balasubramanian (2007) and others [23] reported that *lsk1Δ* mutations completely abolish Ser-2 phosphorylation. In contrast, the above experiment demonstrated only a reduction in the levels of Ser-2 phosphorylation. It was thus of interest to identify the origin of this discrepancy. Since the original protocols did not include phosphatase inhibitors, the experiment was repeated with and without this treatment. Similar to the previously published work, bands were completely absent from *lsk1Δ* and *lsg1Δ* samples when no phosphatase inhibitors were included in the extraction buffer (Figure 3B). We thus conclude that the inclusion of phosphatase inhibitors in the extraction buffer was the source of the discrepancy in results. Importantly, these data suggest the existence of at least one other kinase capable of phosphorylating Ser-2 residues in the CTD.

### Gene expression analysis

To this point all data were supportive of Lsg1p functioning in a complex with Lsk1p and Lsc1p to phosphorylate Ser-2 residues within the heptad repeats of the Rpb1p subunit of RNA polymerase II. Furthermore, genetic analysis of *lsg1Δ*, *lsk1Δ*, and *lsc1Δ* mutants clearly demonstrated that all three sub-units were important for the reliable execution of cytokinesis. Since mis-regulation of Ser-2 phosphorylation might alter the control of transcription, we decided to analyze the global gene expression profiles of mutants impaired in Ser-2 phosphorylation of the RNA polymerase II CTD. We hypothesized that the transcription of genes involved in cytokinesis or the cytoskeleton might be selectively affected by impairment of Ser-2 phosphorylation. Two strains were used in these studies: a mutant strain bearing the *rpb1-12XS2ACTD* mutation and a control strain of the genotype *rpb1-12XWTCTD*.

The *rpb1* gene in the *rpb1-12XS2ACTD* strain has been mutated so as to encode a total of 12 mutant heptad repeats (Y_1_A_2_P_3_T_4_S_5_P_6_S_7_) in which alanine residues have replaced serine residues at the “two” position. Interestingly, this mutant phenocopies *lsk1Δ*, *lsc1Δ*, and *lsg1Δ* strains in terms of the strain’s inability to complete cytokinesis upon LatA treatment, and in its capacity to rescue the temperature sensitive *cdc16–116* mutation [11], [14]. The *rpb1* gene in the *rpb1-12XWTCTD* strain, on the other hand, encodes a molecule bearing 12 wild-type heptad repeats (Y_1_S_2_P_3_T_4_S_5_P_6_S_7_). This strain displays no obvious growth or morphological phenotypes and does not exhibit any cell cycle or cytokinesis defects. These strains can thus be employed as helpful tools in understanding the effects of the impairment of Ser-2 phosphorylation on cellular physiology and transcription.

To obtain global gene expression profiles, *rpb1-12XCTD* and *rpb1-12XS2ACTD* strains were grown to mid-log phase at 30°C, and then treated with either DMSO (solvent control) or LatA for three hours. 

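*rpb1-12XCTD* cells carry a shortened *rpb1* gene, for the largest subunit of RNA polymerase II, with 12 wild-type heptad repeats in its CTD. In *rpb1-12XS2ACTD* cells the same 12 repeats have alanine in place of serine 2, the residue that the Lsk1p kinase complex phosphorylates. LatA (latrunculin A) binds actin monomers and blocks the assembly of actin filaments. It was given at 0.5 µM for 3 h, and the control cultures received its solvent DMSO for the same time. RNA of 12 cultures was hybridized to 12 arrays, 3 biological replicates in each of the 4 groups. The methods and the sample labels state different amounts of RNA per array, so the amount is not given here. The authors normalized the arrays by RMA, which corrects the background, brings the arrays to a common scale and summarizes the probes of each probe set as a log2 intensity. The deposited values of the 4875 S. pombe probe sets were used here without further normalization, and a probe set is called a gene below. Each comparison was made with limma, in a single fit of the 4 group means to the 12 arrays, so that the groups share an estimate of the spread. A gene was called different at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5, the thresholds of the paper's methods. The gene-specific test of the methods, which estimates the spread from 2 groups of 3 arrays alone, was run beside it and is named the methods' test. Arrays have no read depth, and the signal over background is not kept in the deposited values. The precision of a value therefore rests on the spread between 3 replicates.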

Total RNA was then extracted and used in microarray hybridizations using Yeast Genome 2.0 Gene Chips purchased from Affymetrix. Three replicates of each strain (*rpb1-12XCTD* or *rpb1-12XS2A*) under each growth condition (plus or minus LatA) were obtained for a total of 12 samples. 

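Replicates of LatA-treated cells lay closer together than replicates of DMSO-treated cells. The standard deviation between 3 replicates, as a median over genes, was 0.20 log2 in DMSO-treated *rpb1-12XCTD*, 0.097 in DMSO-treated *rpb1-12XS2ACTD*, 0.068 in LatA-treated *rpb1-12XCTD* and 0.078 in LatA-treated *rpb1-12XS2ACTD*. The limma fit gives all groups a shared spread for each gene. Its errors and p-values for comparisons of DMSO arrays can therefore be too small, and those for comparisons of LatA arrays too large. The correlation of the centred values across genes ran from 0.30 to 0.68 between the DMSO replicates of *rpb1-12XCTD* and from 0.30 to 0.85 between those of *rpb1-12XS2ACTD*. It ran from 0.63 to 0.89 and from 0.81 to 0.89 between the LatA replicates of the same strains. Replicate 1 of DMSO-treated *rpb1-12XS2ACTD* correlated at 0.45 and 0.30 with its own replicates and at 0.31, 0.75 and 0.71 with the 3 DMSO arrays of *rpb1-12XCTD*. *tlh2*, a helicase gene near the telomeres, had log2 values of −1.15, −1.59 and −1.44 on the DMSO arrays of *rpb1-12XCTD* and of 1.15, 3.29 and 3.19 on those of *rpb1-12XS2ACTD*, so that replicate 1 lay between. *rpb1* itself differed between genotypes by −0.17 (adjusted p = 0.545) with DMSO and −0.20 (adjusted p = 0.404) with LatA from limma. Both strains carry 12 repeats, so the *rpb1* values cannot check the labels of the arrays. DMSO arrays of *rpb1-12XCTD* deviated as well. Replicate 1 of that group correlated at 0.30 and 0.54 with its own replicates. The standard deviation of its deviations from the group mean was 0.23 log2, as for replicate 1 of DMSO-treated *rpb1-12XS2ACTD*. The array weights of limma, which are low for arrays that vary more, were 0.20, 0.55 and 0.17 in DMSO-treated *rpb1-12XCTD* and 0.34 for that *rpb1-12XS2ACTD* array. No array held a copy of another array's values.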

After data processing (see Materials and Methods), the twelve samples were grouped according to two parameters: genotype (*rpb1-12XCTD* or *rpb1-12XS2ACTD*) and drug (LatA treated or DMSO treated). In this way, four experimental classes were created: 1) *rpb1-12XCTD,* DMSO treated, 2) *rpb1-12XCTD,* LatA treated, 3) *rpb1-12XS2ACTD*, DMSO treated, and 4) *rpb1-12XS2ACTD*, LatA treated. 

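Each deposited log2 value gives a gene relative to its own median over the 12 arrays, which is 0 for every gene, so a gene's values compare arrays and not its level with that of other genes. *zym1*, which encodes a metallothionein, had values of −0.93, −1.58 and −1.55 on the DMSO arrays of *rpb1-12XCTD* and of 0.82, 1.71 and 1.82 on its LatA arrays. Of the 4875 genes, 2584 were named through the copy of File S1 used and 1337 through the annotation of the array, which gave the same gene for 1520 of 1523 named by both. No single name was available for the other 954. The lists of 136 CESR-Up, 104 CESR-Down, 561 stress response and 333 cytokinesis genes were complete in that copy. Its list of all genes holds 1999 rows, and its list of genes that differ between genotypes with LatA holds 92, so neither was used for a test.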

The complete data set, showing log_2_ normalized intensity values for all genes is included in File S1.

We first examined the gene expression data at the “macro” level to determine if there were any gross differences in the global expression profiles between strains and/or LatA treatment. 

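The lowest group mean in DMSO-treated *rpb1-12XCTD* was that of *cmt2*, at −2.92 log2, and in LatA-treated *rpb1-12XCTD* that of *tlh2*, at −2.87. *tlh2* also had the highest group mean in DMSO-treated *rpb1-12XS2ACTD*, at 2.55. The highest in LatA-treated *rpb1-12XS2ACTD* was that of *nmt1*, an enzyme gene of thiamine biosynthesis, at 4.49. Over all genes the mean of the group means was −0.080 in DMSO-treated *rpb1-12XCTD*, 0.054 in LatA-treated *rpb1-12XCTD*, 0.0090 in DMSO-treated *rpb1-12XS2ACTD* and 0.0039 in LatA-treated *rpb1-12XS2ACTD*. The standard deviations across genes were 0.28, 0.23, 0.25 and 0.26 in the same order. From the 5th to the 95th percentile, the values ran from −0.52 to 0.32, from −0.24 to 0.41, from −0.35 to 0.40 and from −0.38 to 0.38. Because every gene is centred, these spreads describe differences between arrays and not the range of expression levels. The values have no test.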

Frequency distributions of the data revealed only modest changes in expression; all four data sets had similar mean expression levels, standard deviations, as well as similar percentile values (Figure 4A, Table S1). Furthermore, scatterplots comparing *rpb1-12XCTD* and *rpb1-12XS2ACTD* strains treated with either DMSO or LatA (Figure 4B) showed a strong correspondence of expression for the vast bulk of genes. Thus, on a global scale, loss of Ser-2 phosphorylation resulted in only modest changes in the control of gene expression.

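The group means of the genotypes lay within 1.5 fold of each other for 96.3% of genes with DMSO and for 94.9% with LatA. Among the genes beyond 1.5 fold, 148 were higher in *rpb1-12XS2ACTD* and 33 lower with DMSO, and 110 were higher and 141 lower with LatA. *tlh2* and *nmt1* were among the higher ones with both treatments, and *mfm2*, which encodes a precursor of the mating pheromone M-factor, was among the lower ones with both. The standard deviation of the log2 difference over all genes was 0.26 with DMSO and 0.30 with LatA. Pearson's r between the centred group means of the genotypes, across genes, was 0.54 with DMSO (Spearman's rho 0.59) and 0.24 with LatA (rho 0.30). With the level of each gene removed, r measures whether genes deviate alike and not whether levels correspond, and genes are not independent replicates. The r with DMSO was 0.29 without *rpb1-12XS2ACTD* DMSO replicate 1, and the share of genes within 1.5 fold stayed between 93.9% and 97.2% with DMSO and 93.8% and 95.2% with LatA when each array was left out in turn.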

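With DMSO, 42 of 4875 genes (0.862%) differed between genotypes, 41 higher and 1 lower in *rpb1-12XS2ACTD*. Of 72 subtelomeric genes, near the chromosome ends, 11 were higher (25 higher when adjusted over the list alone). Among them *tlh2* was higher by 3.94 log2 (SE 0.44, adjusted p = 0.00558; 3.31 on a second probe set) and SPAC212.06c by 2.73 (SE 0.45, adjusted p = 0.0243). Of 97 meu and mug genes, named for higher expression in meiosis, 7 were higher (13 when adjusted over the list alone), among them *meu14* (1.43), *mug137* (1.39) and *meu27* (1.24). Of 19 genes of meiotic recombination and sporulation, 3 were higher (3 adjusted over the list alone): *rec10*, of the meiotic chromosome axis (1.99), the recombinase gene *dmc1* (0.90) and the septin gene *spn6* (0.86). The only gene lower was SPAC18G6.12c (−0.70). Tested by camera from limma with a preset correlation against the other genes, these 3 of 27 lists passed, upward, at adjusted p = 1.27e-07 for subtelomeric genes, 1.76e-05 for meu and mug genes and 0.0139 for meiotic recombination. With an estimated correlation the adjusted p = 0.647 for each, and no list passed in any of the 5 comparisons with an estimated correlation. The subtelomeric list was chosen after values of these arrays in File S1 had been read. These errors and p-values from limma rest on a spread shared with the less variable LatA groups, so they can be too small with DMSO. By the methods' test, 0 genes differed with DMSO (75 at an unadjusted p under 0.05). The count of 42 was 3 without *rpb1-12XS2ACTD* DMSO replicates 2 or 3, 18 without *rpb1-12XCTD* DMSO replicate 1, 153 without *rpb1-12XCTD* DMSO replicate 3 and 201 without *rpb1-12XS2ACTD* DMSO replicate 1, and 0 with the 2 compared groups alone, 87 with array weights, and 15 with quantile normalization. Quantile normalization was run here on the centred values, after RMA. It makes the distribution of deviations the same on every array, and not that of intensities. Of the lists, quantile normalization left 5 subtelomeric, 2 meu and mug and 0 meiotic recombination genes called. The number of lists that passed was 1 without *rpb1-12XCTD* DMSO replicate 3, 6 without *rpb1-12XCTD* DMSO replicate 1 and 7 without *rpb1-12XCTD* DMSO replicate 2. Leaving out 1 array at a time, 1 of these 10 calls with DMSO held, and 9 ended without at least 1 array other than *rpb1-12XCTD* DMSO replicate 3 and *rpb1-12XS2ACTD* DMSO replicate 1 (adjusted p of 0.0509 to 0.265). Other settings ended calls with DMSO for each of the 10 with the 2 compared groups alone and the methods' test (adjusted p of 0.122 to 0.859), SPAC18G6.12c, *dmc1*, *meu14*, *meu27*, *rec10* and *spn6* with quantile normalization (adjusted p of 0.0530 to 0.125), *meu27* with limma's trend and robust options (adjusted p of 0.0613), *meu27* and *spn6* with array weights (adjusted p of 0.0573 to 0.0671), and SPAC18G6.12c and *meu27* with median centring (adjusted p of 0.0526 to 0.0603).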

**Figure 4:**
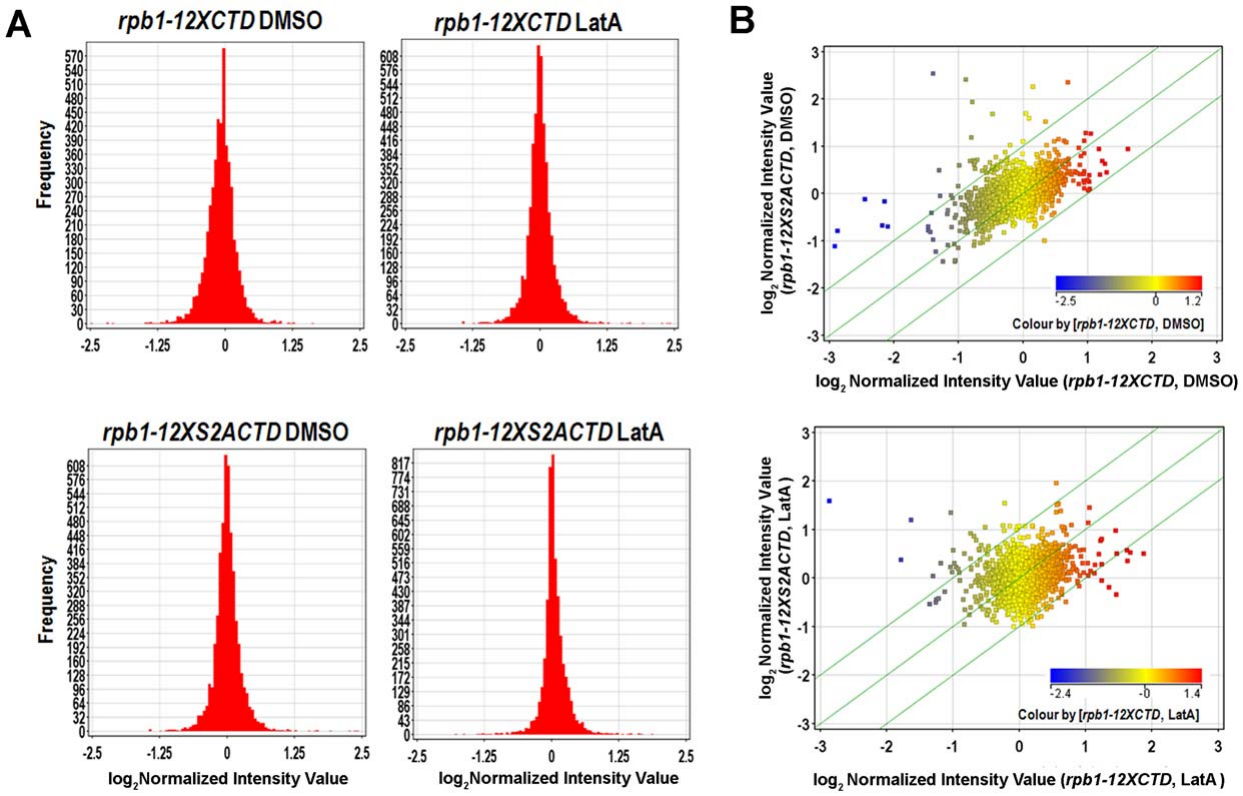
Impairment of Ser-2 phosphorylation results in only modest changes in global gene expression. (**A**) Frequency histograms of genome-wide expression data. Cells of the indicated genotype were grown to mid-log phase at 30°C in YES, and then treated with DMSO or LatA for 3 hours. Total RNA was extracted and used in expression profiling experiments using Affymetrix Yeast 2.0. Genechips. (**B**) Scatter plots comparing gene expression of all *S. pombe* genes (squares) in *rpb1-12XCTD* and *rpb1-12XS2ACTD* strains in the presence of DMSO (top) or LatA (bottom). Diagonal green lines represent the threshold for a 1.5 fold change in expression. Color of squares indicates the level of expression of that gene in DMSO treated *rpb1-12XCTD* cells (top) or LatA treated *rpb1-12XCTD* cells (bottom).

### Stress response genes

Next, in order to provide a non-biased assay of the biological veracity of the hybridization data, we examined the core environmental stress response (CESR) genes. The expression levels of these genes is strongly affected by a wide variety of different stresses that include heat shock, cold shock, osmotic stress, oxidative stress, as well as a variety of different DNA damaging agents [29]. The expression of these genes can thus be used as “markers” for exposure to environmental stress. Since one would expect LatA treatment to constitute such a stress, we reasoned that the expression levels of the CESR genes could be used as an informative control to ensure that the expression arrays were providing biologically meaningful data.

To analyze the data, the CESR gene set was divided into two individual groups, the CESR-Up group (comprised of genes that are up-regulated upon exposure to environmental stresses) and the CESR-Down group (comprised of genes that are down-regulated upon exposure to environmental stress). The expression levels of these two groups of genes in DMSO and LatA treated *rpb1-12XCTD* cells, as well as DMSO and LatA treated *rpb1-12XS2ACTD* cells, were compared using volcano plot (a scatter-plot of the -log_10_-transformed p-values from gene-specific t*-*tests vs. the log_2_ fold change). As seen in Figure 5A the CESR-Up genes (blue) are generally up-regulated in response to LatA treatment, while the CESR-Down genes (red) are generally down-regulated in both genetic backgrounds. Furthermore, regression lines fitted to the CESR-Up and CESR-Down genes, result in lines of positive and negative slope respectively, as expected. These results indicated that the microarray data was providing accurate and biologically relevant expression data.

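Of the 136 CESR-Up genes, 67 rose and 5 fell with LatA in *rpb1-12XCTD*, and 60 rose and 5 fell in *rpb1-12XS2ACTD*. Of the 104 CESR-Down genes, 10 fell and 3 rose in *rpb1-12XCTD*, and 39 fell and 1 rose in *rpb1-12XS2ACTD*. The metallothionein gene *zym1* rose by 2.80 log2 in *rpb1-12XCTD* (SE 0.27, adjusted p = 9.53e-05) and by 2.21 in *rpb1-12XS2ACTD* (SE 0.27, adjusted p = 0.000452). *mug147* rose by 2.44 and 2.11, and *cmt1* by 2.41 and 1.89. Among the CESR-Down genes SPBC887.17 fell in both strains, with changes of −1.82 and −1.72. The oligopeptide transporter gene *isp4* changed by −1.09 in *rpb1-12XCTD*. With array weights it changed by −0.63, and where leaving out 1 array ended its call, by as little as 0.64 in size. In *rpb1-12XS2ACTD*, *dbp3*, an RNA helicase gene of ribosome biogenesis, changed by −1.14 and *acl4*, which encodes a chaperone of a ribosomal protein, by −1.27. In *rpb1-12XCTD* the median over all genes shifted with LatA by 0.10 (−0.016 after quantile normalization). Relative to it, after median centring, the median change was 0.43 for CESR-Up and −0.29 for CESR-Down genes in *rpb1-12XCTD*. In *rpb1-12XS2ACTD* the medians were 0.56 and −0.53 as deposited. The number of CESR-Down genes that fell in *rpb1-12XCTD* was 16 after median centring and 20 after quantile normalization. By camera both lists passed in both strains, CESR-Up at adjusted p = 3.21e-07 and 3.62e-16 and CESR-Down at 1.36e-10 and 4.13e-15. With an estimated correlation the adjusted p = 0.652 for both lists in *rpb1-12XCTD* and 0.602 for both in *rpb1-12XS2ACTD*. Adjusted over the list alone, 72 CESR-Up and 13 CESR-Down genes changed in *rpb1-12XCTD*, and 67 and 42 in *rpb1-12XS2ACTD*. By the methods' test 2 CESR-Up and 0 CESR-Down genes were called in *rpb1-12XCTD*, where 15 CESR-Down genes passed at limma's unadjusted p under 0.05 and 1.5 fold, and 58 and 38 in *rpb1-12XS2ACTD*. The count of 10 CESR-Down genes was 6 without *rpb1-12XCTD* DMSO replicate 3 and 18 without *rpb1-12XCTD* DMSO replicate 1. Calls of a LatA effect in *rpb1-12XCTD* ended for 1 of these 5 probe sets without at least 1 array other than *rpb1-12XCTD* DMSO replicate 2 and *rpb1-12XS2ACTD* DMSO replicate 1 (adjusted p of 0.0510 to 0.115) and held for 4 whichever array was left out. The 6 calls of a LatA effect in *rpb1-12XS2ACTD* held whichever array was left out. Among calls of a LatA effect in *rpb1-12XCTD*, other settings ended each of the 5 with the methods' test (adjusted p of 0.0552 to 0.282), and *isp4* with the 2 compared groups alone and array weights (adjusted p of 0.103 to 0.154).

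**Figure D1:**
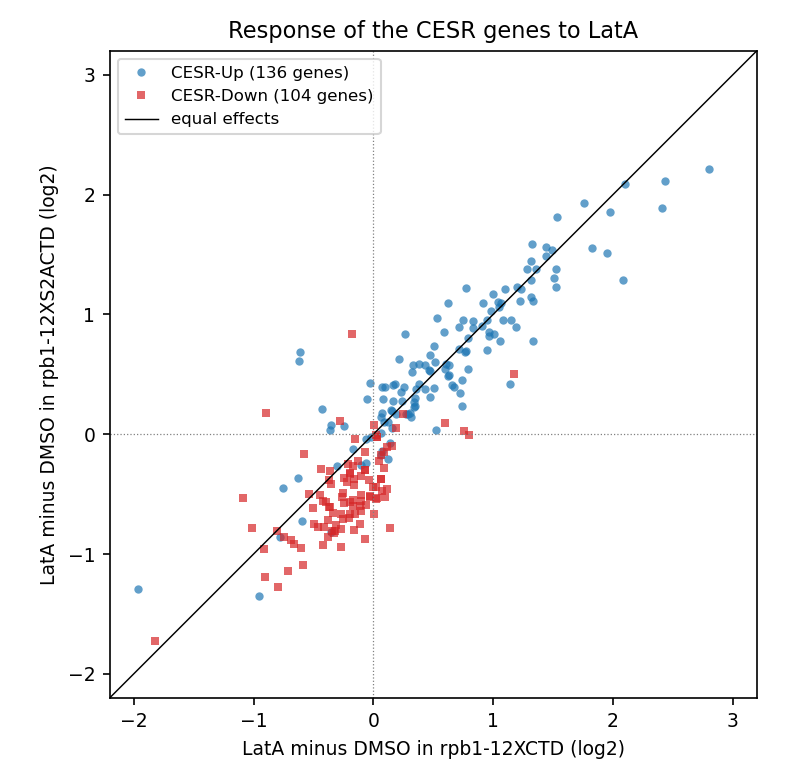
LatA response of the CESR genes, as the difference in mean log2 value between 3 LatA arrays and 3 DMSO arrays, in *rpb1-12XCTD* (horizontal axis) and *rpb1-12XS2ACTD* (vertical axis). Each point is a gene, blue circles for the 136 CESR-Up and red squares for the 104 CESR-Down genes, the solid line marks equal responses and the dotted lines mark no change.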

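Lines were fitted across genes to the −log10 of limma's adjusted p against the log2 change with LatA. In *rpb1-12XCTD* the slope was 1.22 (SE 0.11) for CESR-Up and −1.04 (SE 0.21) for CESR-Down genes, and in *rpb1-12XS2ACTD* it was 1.10 (SE 0.11) and −1.53 (SE 0.18). In both strains *zym1* had the largest change of the CESR-Up genes and SPBC887.17 the largest fall of the CESR-Down genes. With the methods' test the slopes were 0.34 and −0.36 in *rpb1-12XCTD* and 0.57 and −1.14 in *rpb1-12XS2ACTD*. A p-value falls with the size of a change on either side of 0, so the sign of a slope follows the side on which most genes of a list lie, and the errors treat genes as independent, which they are not.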

**Figure 5:**
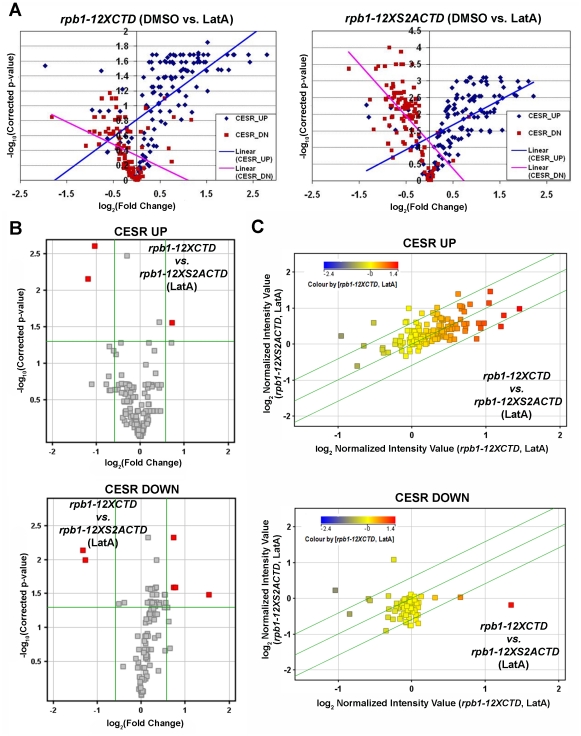
*rpb1-12XS2ACTD* mutants do not exhibit a generalized defect in mounting a proper transcriptional response to stress. (**A**) Volcano plot analysis of the expression of the Core Environmental Stress Response (CESR) genes in *rpb1-12XCTD* strains treated with LatA (left) and *rpb1-12XS2ACTD* strains treated with LatA (right). Blue diamonds represent CESR genes normally up-regulated in response to multiple stresses. Red squares represent CESR genes normally down-regulated in response to multiple stresses. (**B**) Volcano plot analysis of the expression of CESR genes (Up-regulated, left; Down-regulated, right). Plots compare *rpb1-12XCTD* vs. *rpb1-12XS2ACTD* strains treated with LatA. Horizontal green line represents p-value of 0.05. Vertical green lines represent threshold for a 1.5 fold change in expression. (**C**) Scatter plots comparing gene expression of CESR UP genes (top) and CESR DOWN genes (bottom) between genotype in the presence LatA. Diagonal green lines represent the threshold for a 1.5 fold change in expression. Color of squares indicates the level of expression of that gene in LatA treated *rpb1-12XCTD* cells.

Since it was conceivable that the LatA hyper-sensitivity observed in *rpb1*-*12XS2ACTD* strains was due to defects in mounting an appropriate transcriptional response to stress, we also compared CESR gene expression between genotype. 

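With DMSO, 1 of 136 CESR-Up genes differed between the strains. SPBC1348.12 was higher in *rpb1-12XS2ACTD* by 1.00 log2 (SE 0.20, adjusted p = 0.0489 from limma), with every *rpb1-12XS2ACTD* array above every *rpb1-12XCTD* array. Groups lay apart like this, in either direction, in all 42 genes called with DMSO and in 9.54% of all genes, where chance gives 10%. Of 104 CESR-Down genes, 0 differed by limma. At limma's unadjusted p under 0.05 and 1.5 fold, 5 CESR-Up and 1 CESR-Down gene passed, and adjusted over the list alone 0 and 0. The methods' test called 0 and 0 (2 and 0 at its unadjusted p). The largest other differences did not pass the test: −0.88 for *ddr48* in CESR-Up (adjusted p = 0.310), and 0.79 for *pof15* (adjusted p = 0.390) and −0.87 for *mfm2* (adjusted p = 0.203) in CESR-Down. The count of CESR-Up genes was 6 without *rpb1-12XCTD* DMSO replicate 3 or *rpb1-12XS2ACTD* DMSO replicate 1 and 0 without any other array, and 0 with the 2 compared groups alone, limma's trend and robust options, median centring, quantile normalization and no probe sets that match several genes, and 3 with array weights. With the 2 compared groups alone, the methods' test, limma's trend and robust options, median centring and quantile normalization the SPBC1348.12 call with DMSO ended (adjusted p of 0.0651 to 0.859). It also ended with the replicate number as a block, where the count of CESR-Up genes was 0. The count of CESR-Down genes was 1 without *rpb1-12XS2ACTD* DMSO replicate 1.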

As expected, no significant differences in CESR gene expression were observed between DMSO treated *rpb1-12XCTD* and *rpb1-12XS2ACTD* strains (data not shown). Furthermore, in response to LatA treatment, only three (out of 136) CESR-UP genes, and six (out of 104) CESR-DOWN genes were differentially regulated between genotype (Figure 5B an C). 

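With LatA, 3 CESR-Up genes were higher in *rpb1-12XS2ACTD* and 1 was lower. They were *gut2*, which encodes glycerol-3-phosphate dehydrogenase, at 1.19 log2 (SE 0.23, adjusted p = 0.0192 from limma), SPBC1348.12 at 1.04, SPBC24C6.09c at 0.71 and SPAC16A10.01 at −0.72. Of the CESR-Down genes, 2 were higher in *rpb1-12XS2ACTD*, the flocculin gene *pfl3* (1.33, SE 0.13, adjusted p = 0.000496) and the phosphate transporter gene *pho841* (1.27). The 4 lower ones were *mfm2* (−1.54), a second phosphate transporter gene, *pho84* (−0.78), the C1-tetrahydrofolate synthase gene *ade9* (−0.73) and *mei2* (−0.62), whose RNA-binding product is needed to enter meiosis. In each of the 10 genes every array of one strain lay above every array of the other. The same held in all 141 genes called with LatA and in 47.7% of all genes. With the methods' test 6 CESR-Up and 6 CESR-Down genes were called, and adjusted over the list alone limma called 4 and 8. By camera CESR-Up was higher (adjusted p = 0.000568) and CESR-Down lower (adjusted p = 0.0107) in *rpb1-12XS2ACTD*, each with adjusted p = 0.845 with an estimated correlation. The count of CESR-Up genes was 1 without *rpb1-12XCTD* LatA replicates 1 or 2 or any of the 3 *rpb1-12XS2ACTD* LatA arrays, 2 without *rpb1-12XCTD* LatA replicate 3 and 7 without *rpb1-12XCTD* DMSO replicate 1, and 9 with the 2 compared groups alone, 11 with array weights, and 10 with quantile normalization. The count of CESR-Down genes was 2 without *rpb1-12XS2ACTD* LatA replicate 3 and 3 without *rpb1-12XCTD* LatA replicate 1, and 10 with quantile normalization. Of the 10 calls with LatA given here, 3 held whichever array was left out, and 7 ended without at least 1 of the 6 LatA arrays and *rpb1-12XS2ACTD* DMSO replicates 2 and 3 (adjusted p of 0.0502 to 0.153 or a fold under 1.5). Calls with LatA ended for SPBC1348.12 and *mei2* with limma's trend and robust options (adjusted p of 0.0503 to 0.0600), and *mei2* with the methods' test and array weights (adjusted p of 0.123 or a fold under 1.5).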

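Of 561 genes with a role in the cellular response to stress, 2 differed between the strains with DMSO and 15 with LatA. With DMSO, *hhy1* was higher in *rpb1-12XS2ACTD* by 0.72 log2 (SE 0.12, adjusted p = 0.0259 from limma) and *say1* by 1.24 (SE 0.24, adjusted p = 0.0366). With LatA, 7 genes were higher in *rpb1-12XS2ACTD*, among them *hhy1* (1.57), *gut2* and *say1* (0.99), and 8 were lower. The lower genes include SPCC330.03c (−1.80), the transporter gene *mfs2* (−1.19), *byr1* (−0.86), which encodes the MAP kinase kinase of the pheromone response, the topoisomerase III gene *top3* (−0.67) and the nicotinamidase gene *pnc1* (−0.65). Adjusted over the list alone, 0 genes passed with DMSO and 14 with LatA. The methods' test called 0 with DMSO (12 at its unadjusted p under 0.05) and 13 with LatA. With LatA the list as a whole was higher by camera (adjusted p = 0.0346, and adjusted p = 0.893 with an estimated correlation) at a median of 0.0026 against −0.045 over all genes. The count with DMSO was 0 without *rpb1-12XCTD* DMSO replicate 1 or *rpb1-12XS2ACTD* DMSO replicates 2 or 3, 1 without *rpb1-12XCTD* DMSO replicate 2, any of the 3 *rpb1-12XCTD* LatA arrays or *rpb1-12XS2ACTD* LatA replicate 2, 27 without *rpb1-12XS2ACTD* DMSO replicate 1 and 28 without *rpb1-12XCTD* DMSO replicate 3, and 0 with the 2 compared groups alone, limma's trend and robust options and quantile normalization, 14 with array weights, and 1 with median centring. The count with LatA was 5 without *rpb1-12XCTD* LatA replicate 1 or *rpb1-12XS2ACTD* LatA replicates 2 or 3, 6 without *rpb1-12XCTD* LatA replicate 2, 8 without *rpb1-12XS2ACTD* LatA replicate 1 and 9 without *rpb1-12XCTD* LatA replicate 3, and 26 with the 2 compared groups alone, 28 with array weights, and 32 (20 higher, 12 lower) with quantile normalization. Each of the 2 calls with DMSO given here ended without at least 1 of *rpb1-12XCTD* DMSO replicates 1 and 2, the 3 *rpb1-12XCTD* LatA arrays, *rpb1-12XS2ACTD* DMSO replicates 2 and 3 and *rpb1-12XS2ACTD* LatA replicate 2 (adjusted p of 0.0541 to 0.197). Calls with LatA ended for 5 of these 7 probe sets without at least 1 of the 6 LatA arrays and *rpb1-12XS2ACTD* DMSO replicates 2 and 3 (adjusted p of 0.0527 to 0.177 or a fold under 1.5) and held for 2 whichever array was left out. Other settings ended calls with DMSO for each of the 2 with the 2 compared groups alone, the methods' test, limma's trend and robust options and quantile normalization (adjusted p of 0.0613 to 0.859), and *say1* with median centring (adjusted p of 0.0526). With the replicate number as a block the count with DMSO was 0, so both calls ended there too. Among calls with LatA, other settings ended SPCC330.03c, *mfs2*, *pnc1* and *say1* with the methods' test (adjusted p of 0.0536 to 0.153), and *say1* and *top3* with limma's trend and robust options (adjusted p of 0.0501 to 0.0517). With the replicate number as a block the calls with LatA of *say1*, SPCC330.03c, *top3* and *pnc1* ended (adjusted p = 0.0719, 0.0581, 0.0827 and 0.0827), and held with the block on the LatA arrays alone (adjusted p = 0.00582, 0.0138, 0.00351 and 0.00508), a fit added after seeing the data.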

Lastly, when we expanded the analysis to include any gene annotated by the Gene Ontology Consortium as having a role in the cellular response to stress, we reached similar conclusions; only 8 out of 561 genes in the set were differentially regulated between genotype upon LatA treatment while no genes in the set were differentially regulated upon DMSO treatment (Figure S2). These results strongly suggest that the LatA sensitivity conferred by *rpb1-12XS2ACTD* mutations does not not stem from any gross failings in the control of expression of stress response genes.

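The response to LatA was similar in direction in both strains. Of 642 genes that changed in *rpb1-12XCTD* (516 rose, 126 fell), 629 (98.0%) went in the same direction in *rpb1-12XS2ACTD*, and of 561 that changed in *rpb1-12XS2ACTD* (299 rose, 262 fell), 548 (97.7%) did so in *rpb1-12XCTD*. Both strains shared 253 genes that rose and 86 that fell, against 31.6 and 6.77 expected by chance, and no array serves both effects. Genes that rose in both include SPCC737.04 (2.68 and 2.02) and *hsp104*, which encodes a disaggregating chaperone (1.39 and 1.51). Genes that fell in both include SPCPB1C11.03 (−2.24 and −1.41) and *wwm3* (−1.96 and −1.29). Across genes the responses correlated with r = 0.83 (rho 0.82). The split in *rpb1-12XCTD* was 369 up and 187 down after median centring and 279 and 256 after quantile normalization. In *rpb1-12XCTD* 15 genes were called by the methods' test and in *rpb1-12XS2ACTD* 489, 481 of the latter also called by limma. Tested directly, the response differed between strains for 1 gene. *nmt1*, whose product makes the pyrimidine of thiamine and which thiamine represses, rose by 4.01 in *rpb1-12XS2ACTD* and differed by 0.50 in *rpb1-12XCTD* (adjusted p = 0.122), a difference of 3.50 (SE 0.33, adjusted p = 0.00221 from limma). At an unadjusted p under 0.05 and 1.5 fold, 134 genes differed in response. The count of 1 was 3 without *rpb1-12XS2ACTD* DMSO replicate 1 and 52 without *rpb1-12XCTD* DMSO replicate 3, and 19 after quantile normalization and 0 with limma's trend and robust options. The 4 calls of a LatA effect in *rpb1-12XCTD* and the 5 calls of a LatA effect in *rpb1-12XS2ACTD* and the *nmt1* call of the interaction held whichever array was left out. Calls of a LatA effect in *rpb1-12XCTD* ended for SPCC737.04, *hsp104* and *wwm3* with the methods' test (adjusted p of 0.0674 to 0.0998). Other settings ended calls of a LatA effect in *rpb1-12XS2ACTD* for SPCPB1C11.03 with the methods' test (adjusted p of 0.0584), and *nmt1* with limma's trend and robust options (adjusted p of 0.558). With limma's trend and robust options the *nmt1* call of the interaction ended (adjusted p of 0.850).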

### Cytokinesis genes

Since *rpb1-12XS2ACTD* strains display defects related to cytokinesis we next analyzed genes annotated as having roles in cytokinesis or in controlling the cytoskeleton (a total set of 333 genes) (see File S1 for a complete list). To identify differentially expressed genes we filtered the data using volcano plot analysis to screen for statistically significant changes (p-value<0.05) greater than 1.5 fold in magnitude. 

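Of 333 genes of cytokinesis and the cytoskeleton, 2 were higher in *rpb1-12XS2ACTD* with DMSO and 0 were lower by limma. *spo7*, which has a role in spore formation, was higher by 0.74 log2 (SE 0.14, adjusted p = 0.0369) and *nsk1*, whose product binds the Clp1p phosphatase, by 0.71 (SE 0.14, adjusted p = 0.0489). In both genes the 3 arrays of *rpb1-12XS2ACTD* lay above the 3 of *rpb1-12XCTD*. The groups lay apart, in either direction, in all 42 genes called with DMSO and in 9.54% of all genes, where chance gives 10%. At limma's unadjusted p under 0.05 and 1.5 fold 9 genes of the list passed, and adjusted over the list alone 0. The methods' test called 0 (4 at its unadjusted p under 0.05). As a list the genes did not pass camera (adjusted p = 0.337). None of the narrower lists of cell division genes had a called member with DMSO by limma. Those were 15 genes of the Septation Initiation Network, 34 of the actomyosin ring and actin patches, and 13 of septins and cell separation, where 0, 1 and 0 passed at an unadjusted p and 1.5 fold. The count of 2 was 9 without *rpb1-12XCTD* DMSO replicate 3, 12 without *rpb1-12XS2ACTD* DMSO replicate 1 and 0 without any other array, and 0 with the 2 compared groups alone and quantile normalization, 1 with limma's trend and robust options, median centring and no probe sets that match several genes, and 9 (8 higher, 1 lower) with array weights. Among calls with DMSO, other settings ended each of the 2 with the 2 compared groups alone, the methods' test and quantile normalization (adjusted p of 0.0800 to 0.859), and *nsk1* with limma's trend and robust options and median centring (adjusted p of 0.0694 to 0.0765).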

When DMSO treated *rpb1-12XCTD* and *rpb1-12XS2ACTD* strains were compared – conditions where the two strains show no obvious phenotypic differences – there were no cytokinesis genes found to be differentially regulated. When LatA treated *rpb1-12XCTD* and *rpb1-12XS2ACTD* strains were compared only 4 out of 333 genes were differentially regulated (Figure 6). 

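With LatA, 6 of 333 cytokinesis genes differed between genotypes by limma. *lsk1*, *nsk1* and *cut12* were higher in *rpb1-12XS2ACTD*, and *aip1*, *mbx1* and SPBC651.04 were lower. *mbx1* encodes a MADS-box transcription factor of genes expressed periodically in mitosis and was lower, at −0.77 log2 (SE 0.17, adjusted p = 0.0317). SPBC651.04 was at −0.85 (SE 0.20, adjusted p = 0.0372). In all 6 genes the arrays of the strains did not overlap, as in all 141 genes called with LatA and in 47.7% of all genes. The methods' test called 4 genes, *lsk1*, *nsk1*, *cut12* and *aip1*. Adjusted over the list alone, 3 were higher and 2 lower by limma, and the list as a whole did not pass camera (adjusted p = 0.694). Of 15 Septation Initiation Network genes 0 differed (0 at an unadjusted p and 1.5 fold), and of 34 genes of the actomyosin ring and actin patches 1, *aip1*. Replicates of the same number deviated alike on the LatA arrays, and with the replicate number as a block the count was 3, without *cut12*, *mbx1* and SPBC651.04. With that block on the LatA arrays alone, a fit added after seeing the data, it was 11 and kept the 6. The count of 6 was 0 without *rpb1-12XCTD* LatA replicate 2 or *rpb1-12XS2ACTD* LatA replicates 2 or 3, 1 without *rpb1-12XCTD* LatA replicate 1 or *rpb1-12XS2ACTD* LatA replicate 1 and 3 without *rpb1-12XCTD* LatA replicate 3, and 12 with quantile normalization. *lsk1* was under 1.5 fold with array weights (0.58 log2). Each of the 2 calls with LatA given here ended without at least 1 of the 6 LatA arrays and *rpb1-12XS2ACTD* DMSO replicate 2 (adjusted p of 0.0509 to 0.148). Calls with LatA ended for each of the 2 with the methods' test (adjusted p of 0.0667 to 0.0997).

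**Figure D2:**
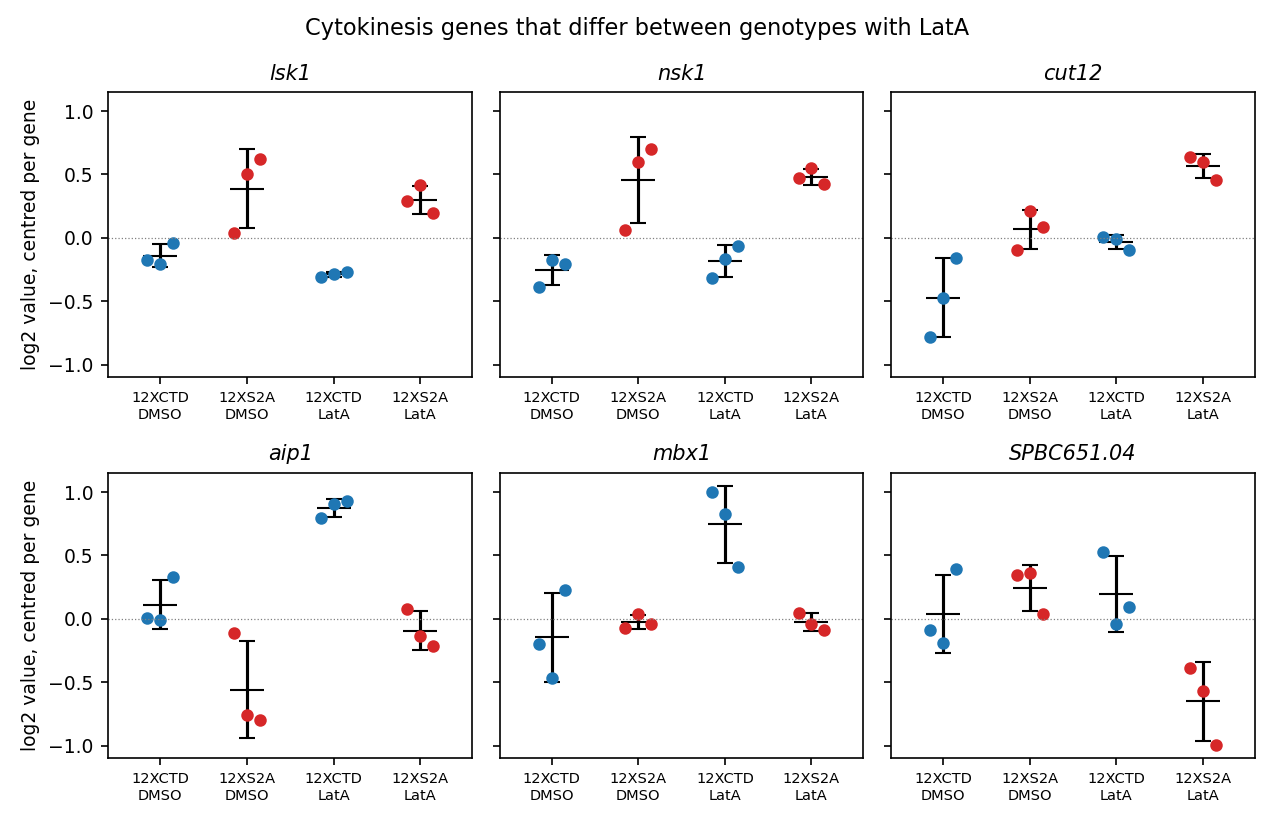
Log2 values of the 6 cytokinesis genes that differed between genotypes with LatA, relative to each gene's median over the 12 arrays. Dots are single arrays, blue for *rpb1-12XCTD* and red for *rpb1-12XS2ACTD*, and horizontal bars with whiskers are the mean and standard deviation of 3 replicates; with LatA the red and the blue dots do not overlap in any of the 6 genes.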

While this low number was somewhat surprising, the identities of the genes were highly notable. 

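*lsk1* encodes the kinase that phosphorylates serine 2 of the CTD. With LatA its log2 value was 0.30 ± 0.11 in *rpb1-12XS2ACTD* and −0.29 ± 0.019 in *rpb1-12XCTD* (SD, 3 arrays each), with single arrays at 0.29, 0.41 and 0.19 against −0.31, −0.29 and −0.27. The difference was 0.59 (SE 0.13, adjusted p = 0.0317 from limma), just past 1.5 fold. With DMSO it was 0.53 (SE 0.13, adjusted p = 0.0986), and the change of the difference with LatA was 0.055 (adjusted p = 0.914). *lsc1* and *lsg1*, for the other subunits of the kinase, differed between strains with LatA by −0.29 (adjusted p = 0.0846) and 0.21 (adjusted p = 0.578). The *lsk1* call with LatA ended without any of the 6 LatA arrays (adjusted p of 0.0772 to 0.122 or a fold under 1.5). With array weights the *lsk1* call with LatA ended (a fold under 1.5).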

The first of the three up-regulated genes was *lsk1* itself, suggesting the existence of positive feedback between low phosphoserine-2 levels and the control of *lsk1* expression. 

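With LatA, *nsk1* had a log2 value of 0.48 ± 0.064 in *rpb1-12XS2ACTD* and −0.18 ± 0.12 in *rpb1-12XCTD* (SD, 3 arrays each). Single arrays were at 0.47, 0.55 and 0.43 and at −0.31, −0.17 and −0.065. The difference was 0.67 (SE 0.14, adjusted p = 0.0301 from limma). *nsk1* also belongs to the genes called with DMSO. *clp1*, for the phosphatase that the *nsk1* product binds, differed between strains by −0.19 with LatA (adjusted p = 0.240). The *nsk1* call with LatA ended without any of the 6 LatA arrays (adjusted p of 0.0596 to 0.112).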

The second of the up-regulated genes, *nsk1*, encodes a known physical interactor of Clp1p, a previously characterized regulator of the cytokinesis monitoring system [9], [10]. 

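*cut12* had a log2 value of 0.57 ± 0.10 in LatA-treated *rpb1-12XS2ACTD* and −0.031 ± 0.054 in LatA-treated *rpb1-12XCTD* (SD, 3 arrays each), with single arrays at 0.64, 0.60 and 0.46 and at 0.0064, −0.0064 and −0.094. The difference was 0.60 (SE 0.14, adjusted p = 0.0338 from limma). With DMSO it was 0.54 (adjusted p = 0.105), and its change with LatA was 0.058 (adjusted p = 0.915). The difference between LatA and DMSO was 0.44 in *rpb1-12XCTD* (adjusted p = 0.0281) and 0.50 in *rpb1-12XS2ACTD* (adjusted p = 0.0172), both under 1.5 fold. The *cut12* call with LatA ended without any of the 6 LatA arrays (adjusted p of 0.0877 to 0.120 or a fold under 1.5). With the replicate number as a block the adjusted p of *cut12* was 0.0564, and with the block on the LatA arrays alone, a fit added after seeing the data, 0.00266.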

The third of the up-regulated genes, *cut12*, encodes a spindle pole body protein with known roles in regulating mitosis, cytokinesis, and the SIN [30], [31], [32]. 

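*aip1* had a log2 value of −0.092 ± 0.15 in LatA-treated *rpb1-12XS2ACTD* and 0.88 ± 0.073 in LatA-treated *rpb1-12XCTD* (SD, 3 arrays each). Single arrays were at 0.075, −0.13 and −0.22 in *rpb1-12XS2ACTD* and at 0.79, 0.91 and 0.93 in *rpb1-12XCTD*. The difference was −0.97 (SE 0.17, adjusted p = 0.0118 from limma). LatA raised *aip1* by 0.76 in *rpb1-12XCTD* (SE 0.17, adjusted p = 0.00521). In *rpb1-12XS2ACTD* the difference was 0.47 (adjusted p = 0.0544) and did not pass the test. The difference between these responses was −0.30 (adjusted p = 0.630), so the responses are not shown to differ. With DMSO the strains differed by −0.67 (adjusted p = 0.102). The *aip1* call with LatA ended without *rpb1-12XCTD* LatA replicate 2 or *rpb1-12XS2ACTD* LatA replicates 2 or 3 (adjusted p of 0.0528 to 0.0622). The *aip1* call of a LatA effect in *rpb1-12XCTD* held whichever array was left out. With the methods' test the *aip1* call of a LatA effect in *rpb1-12XCTD* ended (adjusted p of 0.0563).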

Intriguingly, the only down-regulated gene in the set, *aip1*, encodes an actin interacting protein whose human orthologue has a known role in preventing cytokinesis failure in HeLa cells [33].

**Figure 6:**
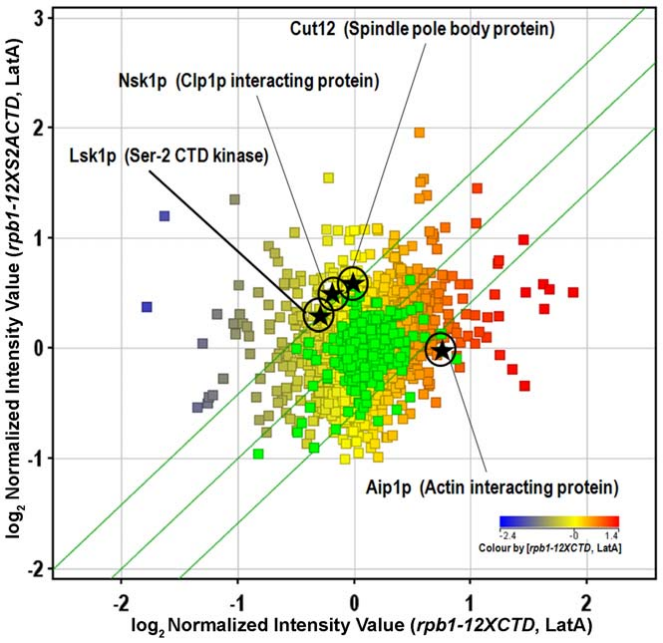
Expression levels of only a small subset of cytokinesis related genes are significantly altered by impairment of Ser-2 phosphorylation. Cells of the indicated genotypes were grown to mid-log phase at 30°C in YES, and then treated with DMSO or LatA for 3 hours. Total RNA was extracted and used in expression profiling using Affymetrix Yeast 2.0. Genechips. Graph shows scatter plot analysis comparing gene expression of all *S. pombe* genes (squares) in *rpb1-12XCTD* and *rpb1-12XS2ACTD* strains in the presence of LatA. Genes with known roles in cytokinesis are shown in green. Significantly affected cytokinesis genes are shown as black stars. Green lines represent the threshold for a 1.5 fold change in transcript levels. Color of non-green squares indicates the level of expression of that gene in LatA treated *rpb1-12XCTD* cells.

### Genetic Analysis

To explore whether any of these differentially regulated genes might be relevant to the LatA sensitivity of *rpb1-12XS2ACTD* strains, we chose to focus on *aip1* (analysis of *nsk1* and *cut12* will be presented elsewhere). To examine the role of Aip1p we analyzed *aip1Δ*, *aip1Δ clp1Δ* and *aip1Δ lsk1Δ* mutants and assayed their LatA sensitivity. *aip1Δ clp1Δ* were analyzed since loss of *clp1* exacerbates the cell division defects of a variety of diverse cytokinesis mutants. Moreover, mutants with weak cytokinesis defects often display strong phenotypes in *clp1Δ* backgrounds. While *aip1Δ* single mutants showed only modest defects, *aip1Δ clp1Δ* double mutants were exquisitely sensitive to LatA treatment. Even at very low concentrations – where both single mutants and the wild-type were insensitive – double mutants were unable to complete cytokinesis and accumulated multiple nuclei (Figure 7). Also of significance is the observation that no such synthetic interaction was observed in *aip1Δ lsk1Δ* (Figure 7) or *rpb1-12XS2ACTD aip1Δ* (data not shown) strains i.e. the double mutants were no more sensitive than *lsk1Δ* or *rpb1-12XS2ACTD* single mutants. These results demonstrate that Aip1p does indeed influence sensitivity to LatA in fission yeast. Furthermore, the fact that loss of Aip1p increased sensitivity in *clp1Δ* strains, but had no effect in *lsk1Δ* strains, is consistent with *aip1* acting in a parallel pathway to *clp1* and in a linear pathway with *lsk1*. These data are thus consistent with a model in which the control of *aip1* transcription is part of a transcriptional “program” affected by Lsk1p mediated phosphorylation of the CTD.

**Figure 7:**
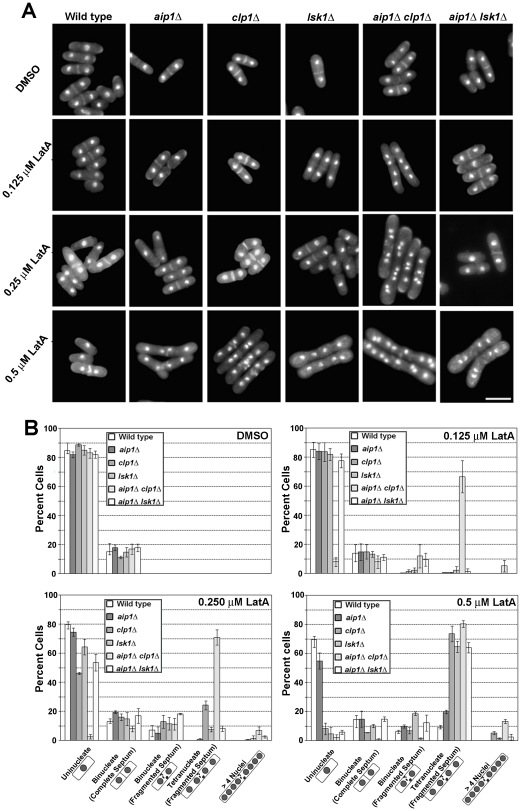
Epistasis analysis of *lsk1Δ aip1Δ*and *clp1Δ aip1Δ* double mutants. (**A**) Strains of the indicated genotype were grown to mid-log phase in YES at 30°C and treated with LatA or DMSO (solvent control) for 6 h. Cells were fixed and stained with DAPI (DNA) and aniline blue (cell wall/septum). Bar, 10 µm. (**B**) Quantitation of phenotypes observed for cells treated as in A. Two hundred cells were counted for each genotypic class. Error bars indicate s.d. (n = 3).

### Meiosis genes

We next examined the global set for genes significantly affected by genotype. 

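Comparing the strains with LatA, 141 of 4875 genes (2.89%) differed, 68 higher and 73 lower in *rpb1-12XS2ACTD*. *nmt1* was higher by 4.58 log2 (SE 0.24, adjusted p = 3.53e-06 from limma) and *tlh2* by 4.46 (SE 0.44, adjusted p = 0.000546; 2.84 on its second probe set). Other higher genes include SPAC212.06c (2.38), *meu7* (1.77) and SPBPB2B2.03c (1.45). The lower genes include *gpa1* (−1.29, SE 0.12, adjusted p = 0.000457), for the G protein alpha subunit of the pheromone response, *nat1* (−1.18), *tpr1* (−1.08), for a subunit of the Paf1 complex, SPBC115.03 (−1.07), SPCC11E10.09c (−1.06) and *fun14* (−1.03). In all 141 genes the arrays of the strains did not overlap, and this held for 47.7% of all genes, where chance gives 10%. The methods' test called 152 genes (63 higher, 89 lower), 113 of them also called by limma. Of the 141 genes, 128 (90.8%) went in the same direction with DMSO, where 26 were also called, 25 higher and 1 lower, against 0.572 and 0.0150 by chance. Across genes the differences with the 2 treatments, which share no array, correlated with r = 0.62 (rho 0.48). The count of 141 was 35 without *rpb1-12XS2ACTD* LatA replicate 2, 40 without *rpb1-12XS2ACTD* LatA replicate 3, 47 without *rpb1-12XCTD* LatA replicate 1, 50 without *rpb1-12XCTD* LatA replicate 2, 63 without *rpb1-12XCTD* LatA replicate 3 and 68 without *rpb1-12XS2ACTD* LatA replicate 1, and 235 with the 2 compared groups alone, 233 with array weights, and 265 with quantile normalization. With the replicate number as a block, 102 genes were called, 99 of them among the 141 and *tpr1* not (adjusted p = 0.0649), and 244 with the block on the LatA arrays alone, a fit added after seeing the data. Calls with LatA ended for 8 of these 12 probe sets without at least 1 of the 6 LatA arrays, *rpb1-12XCTD* DMSO replicate 2 and *rpb1-12XS2ACTD* DMSO replicate 2 (adjusted p of 0.0507 to 0.176) and held for 4 whichever array was left out. Other settings ended calls with LatA for *nmt1* and *tpr1* with limma's trend and robust options (adjusted p of 0.0509 to 0.622).

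**Figure D3:**
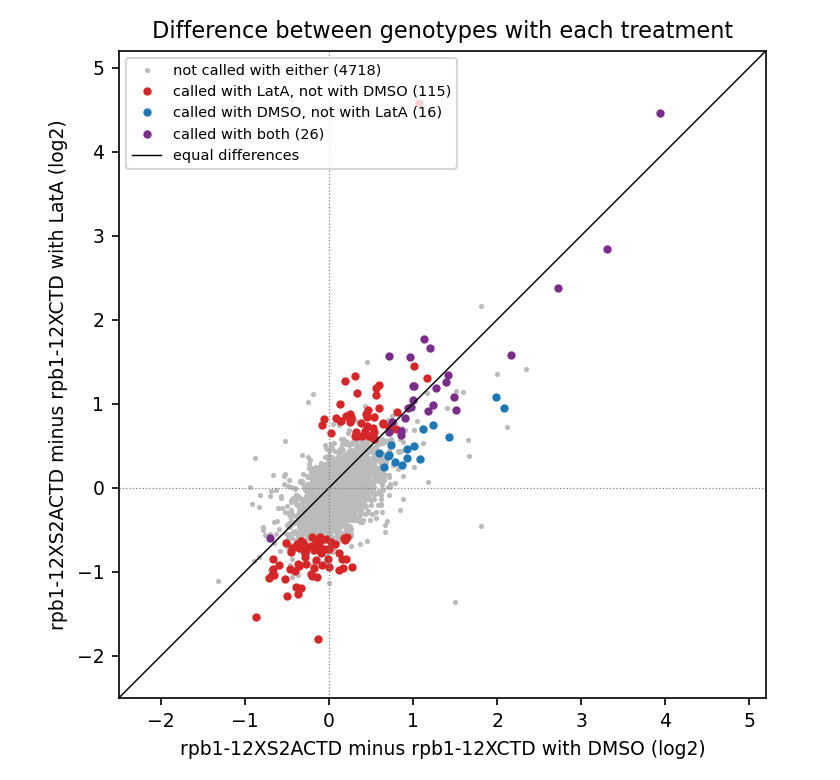
Difference between genotypes with DMSO (horizontal axis) and with LatA (vertical axis), as the mean log2 value of 3 *rpb1-12XS2ACTD* arrays minus that of 3 *rpb1-12XCTD* arrays. Each point is 1 of 4875 genes, coloured by whether limma called it with LatA, with DMSO, with both or with neither, and the solid line marks equal differences; all 26 genes called with both lie on the same side of 0 on the 2 axes.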

Upon LatA treatment we found that only 152 out of 4875 genes (approximately 3%) were differentially regulated (fold-change >1.5, p<0.05) when comparing *rpb1-12XCTD* and *rpb1-12XS2ACTD* strains (see File S1 for a complete list). In this set were a diverse set of genes involved in cellular processes including metabolism, membrane transport, and cell wall architecture. 

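By group, 14 of 72 subtelomeric genes were higher in *rpb1-12XS2ACTD* with LatA and 1 was lower (17 and 1 adjusted over the list alone, and 23 and 1 after quantile normalization). The list passed camera upward at adjusted p = 1.40e-15 (adjusted p = 0.143 with an estimated correlation), and its higher members include *tlh2*, SPAC212.06c and *hhy1*. Of 5 thiamine-repressed genes, *nmt1* alone was called (adjusted p = 0.106 by camera, 1 adjusted over the list alone). Of 3 phosphate uptake genes, *pho841* was higher and *pho84* lower (adjusted p = 0.206 by camera, 2 adjusted over the list alone). Of 29 DNA replication genes, the helicase subunit gene *mcm6* was lower, at −0.91 log2 (SE 0.21, adjusted p = 0.0345; adjusted p = 0.378 for the list by camera, 2 adjusted over the list alone). All 13 measured probe sets of core histone genes had a positive difference, at a median of 0.18, and 0 were called by limma (0 at an unadjusted p and 1.5 fold, 0 by the methods' test). That list passed camera upward at adjusted p = 0.000210 (adjusted p = 0.767 with an estimated correlation). Heat shock, proteasome and glucose transport lists also passed upward (adjusted p = 0.0107, 0.0144 and 0.0186) and ribosome biogenesis downward (adjusted p = 0.0313), with 0, 0, 1 and 0 called members. For these the adjusted p = 0.779, 0.845, 0.705 and 0.893 with an estimated correlation. The called member of the glucose list is *gut2*. Beside them, CESR-Up, CESR-Down, the stress response and both meiosis lists made up the 11 of 27 lists that passed. The lists of subtelomeric, thiamine, phosphate, mating and DNA replication genes were chosen after values of these arrays in File S1 had been read. The number of lists that passed was 6 without *rpb1-12XCTD* LatA replicate 1. The *mcm6* call with LatA ended without any of the 6 LatA arrays (adjusted p of 0.0559 to 0.140). Fitted with the replicate number as a block, the call with LatA of *mcm6* ended (adjusted p = 0.0662), and held with the block on the LatA arrays alone (adjusted p = 0.00246), a fit added after seeing the data.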

Despite the apparent diversity, a clear pattern in these genes was noted upon careful analysis of the data. 

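Among the 119 named genes that differed between strains with LatA, 10 (8.40%) were meu or mug genes, against 2.29% of the other named genes. These genes carry names given for higher expression in meiosis, and 97 of 3921 named genes belong to them. The odds ratio was 3.92 (95% interval 1.76 to 7.82, two-sided Fisher's exact test, p = 0.000614). The exact tests and the interval treat genes as independent, which they are not, so they can overstate the evidence. *mug95* was higher in *rpb1-12XS2ACTD* by 1.22 log2 (SE 0.18, adjusted p = 0.00610 from limma), *meu25* by 1.21 and *mug137* by 1.26. Of 19 genes of meiotic recombination and sporulation, 2 were higher, *dmc1* (0.83) and *spn6* (0.68), and 3 were called adjusted over the list alone. The first list passed camera upward at adjusted p = 2.53e-06 and the second at 0.0144, both with adjusted p = 0.705 with an estimated correlation, and 12 meu and mug genes were called adjusted over the list alone. With the genes that the methods' test called, 7 of 127 were meu or mug genes (Fisher's exact test, p = 0.0365). Leaving out 1 array at a time, the p of the exact test ran from 0.000326 to 0.0469, the latter without *rpb1-12XS2ACTD* LatA replicate 2. The paper's own meiosis list is marked by colours that the copy of File S1 used does not keep. Leaving out 1 array at a time, 2 of these 5 calls with LatA held, and 3 ended without at least 1 of the 3 *rpb1-12XCTD* LatA arrays and *rpb1-12XS2ACTD* LatA replicates 1 and 2 (adjusted p of 0.0512 to 0.123 or a fold under 1.5). Among calls with LatA, other settings ended *dmc1* and *spn6* with the methods' test (adjusted p of 0.0604 to 0.0750).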

Of the gene set, 47 (approximately 31%) were found to be part of the transcriptional program initiated upon entry into the meiotic cell cycle. 

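The meu and mug genes that differed were mostly higher in LatA-treated *rpb1-12XS2ACTD*. They were 9 of 57 named higher genes (15.8%, odds ratio 8.03, two-sided Fisher's exact test, p = 8.05e-06) and 1 of 62 named lower genes (p = 1 by the same exact test). This split by direction was not part of the planned test, and these exact tests too treat genes as independent. After quantile normalization 16 meu and mug genes were called higher and 1 lower. Of 26 measured probe sets of the pheromone response and mating, 8 were lower and 2 higher (9 and 3 adjusted over the list alone), and the list as a whole did not pass camera (adjusted p = 0.169). *map1*, for the transcription factor of P-cell genes, was lower, at −0.98 log2 (SE 0.17, adjusted p = 0.0122 from limma), and *mam1*, for the transporter of M-factor, at −0.60. The agglutinin gene *mam3* was higher (0.70). Of 4 genes expressed in cells of the P mating type 1 was called, the agglutinin gene *map4* (0.61, adjusted p = 0.0301). The paper lists the strains of both genotypes as h-, the M mating type. The values keep no level, so whether *map4* lies near background is not known. Each of the 4 calls with LatA given here ended without at least 1 of the 6 LatA arrays and *rpb1-12XS2ACTD* DMSO replicate 2 (adjusted p of 0.0541 to 0.170 or a fold under 1.5). Calls with LatA ended for *mam1* and *map4* with array weights (a fold under 1.5), *mam1* with median centring (a fold under 1.5), and *map4* with limma's trend and robust options (adjusted p of 0.0503). With the replicate number as a block the call with LatA of *mam3* ended (adjusted p = 0.0673), and held with the block on the LatA arrays alone (adjusted p = 0.00246), a fit added after seeing the data.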

By cross referencing to data [34] made freely available from the Bahler lab(http://www.bahlerlab.info/projects/sexualdifferentiation/meiosis/) we found that 41 of these genes were induced upon entry into the meiotic cycle, whereas 6 were repressed (Figure S3). Consistent with this result, Ser-2 phosphorylation was recently shown to be important for the induction of *ste11* transcription during sexual differentiation. Moreover, homothallic *lsk1* gene deletion mutants were also found to display meiotic defects [23]. Taking all data together, these results are consistent with a model in which the modulation of CTD phosphorylation results in selective changes in a limited set of genes and in discrete phenotypic alterations.

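Between the genotypes, 42 genes differed with DMSO and 141 with LatA by limma, and 642 and 561 responded to LatA in *rpb1-12XCTD* and *rpb1-12XS2ACTD*. The 42 rest on a spread shared by the 4 groups, which can understate that of the DMSO arrays. The 2 DMSO groups alone and the methods' test called 0 genes, and another split of the DMSO arrays called 66. The genes that differed with LatA include *lsk1*, *nsk1*, *cut12* and *aip1* of the cytokinesis list, *tlh2* and other subtelomeric genes, meiosis genes such as *mug137* and *meu7*, and mating genes such as *ste11* and *gpa1*. Of these cytokinesis genes *nsk1* alone was also called with DMSO. The calls of *lsk1*, *nsk1* and *cut12* with LatA ended whichever LatA array was left out. From its data as a whole, the paper proposes a model in which changing the phosphorylation of the CTD alters a limited set of genes selectively and leads to discrete phenotypes. For *aip1* it describes a model, which in its view the sensitivity to LatA of deletion mutants fits, in which its transcription is part of a program affected by Lsk1p. From the few stress response genes that differ, the paper proposes that the sensitivity to LatA does not come from a gross failure of their expression.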

## Discussion

In this report, we identify the gene product of the *S. pombe* ORF, SPCC4B3.08, as a bona fide member of the fission yeast Ser-2 CTD kinase complex. This conclusion is based both on biochemical evidence demonstrating physical interaction between Lsg1p and the Lsk1p and Lsc1p sub-units (Figure 2C), together with genetic evidence showing that *lsg1* gene deletion mutants exhibit cytokinesis phenotypes indistinguishable from *lsk1Δ* strains (Figure 1). We also demonstrate that Lsg1p localizes to the same intracellular compartment as Lsk1p, and moreover that this intracellular localization is dependent on Lsk1p (Figure 2A and B). This last observation highlights the interdependence of the Ser-2 CTD kinase complex and suggests that Lsg1p is targeted to the nucleus through its association with Lsk1p. Alternatively, Lsk1p mediated phosphorylation of Lsg1p might be important for intracellular trafficking of the Lsg1p protein independently of its association with Lsk1p.

While clearly required for the Ser-2 specific phosphorylation activity of the kinase complex (Figure 3), the mechanism by which “gamma” subunits in general, and Lsg1p in particular, affect the catalytic kinase component of the complex remains poorly understood. While the stability of budding yeast Ctk3 is known to be regulated through the presence of a PEST domain [35], Lsg1p does not possess an orthologous sequence (Figure S1). This observation thus precludes the modulation of Lsg1p stability through a PEST domain as a possible means of regulatory control over Ser-2 CTD kinase activity. In other tri-partite CDK complexes such as the Mat1-cyclin H-CDK 7 complex, the non-cyclin regulatory sub-unit is known to stabilize the cyclin and kinase components and thus to promote the formation of a catalytically active CDK [36]. Regardless of the molecular mechanism(s) regulating the complex, it is interesting to speculate as to whether the Lsg1p and Lsc1p sub-units might be sensitive to distinct cellular signals. In this way the control of CTD phosphorylation could be finely tuned to integrate information from a wide variety of diverse signalling pathways.

When considering such models it is intriguing to note the variety of potential phosphorylation sites available to act as substrates for regulatory kinases and/or phosphatases (29 copies of the heptad sequence exist in fission yeast, whereas 52 repeats exist in humans). Thus, differential phosphorylation of the CTD may define specific “codes” which can be “read” by CTD binding proteins to influence transcriptional control [15], [16], [37], [38]. This potential complexity has led some to speculate that the CTD is crucial for the intricate and selective regulation of genetic networks in eukaryotes. For example, Stiller and Hall (2002) have hypothesized that acquired CTD/protein interactions have been crucial in the evolution of complex patterns of gene expression characterizing developmentally complex eukaryotes. The importance of the CTD is also borne out by the observation that it is required for viability, but not for basal transcriptional activity in vitro [16], [17], [38], [39]. This key observation strongly suggests that, while the CTD is not catalytically essential, it must perform other crucial functions within eukaryotes [15], [37].

In addition to these arguments, recent empirical evidence has also appeared suggesting complex roles for the CTD in the regulation of discrete genetic pathways within eukaryotic cells. First, work in *S. pombe* has clearly shown that alterations in CTD phosphorylation do not result in generalized defects in the overall level of transcription. For example, Lee et al., (2005) demonstrate that the reduction of Ser-5 phosphorylation (through mutation of the *cdk7* orthologue, *mcs6*) leads to the reduction of a sub-set of transcripts involved in the regulation of septum dissolution at the end of cytokinesis. Furthermore, temperature-sensitive *mcs6* mutants die with a phenotype characteristic of mutants that are unable to fully degrade the septum after cytokinesis.

Even more intriguing is the observation that the phosphorylation status of the CTD can be affected by environmental conditions. For example, the level of Ser-2 phosphorylation increases both upon heat shock, and during the diauxic shift in *Saccharomyces cerevisiae*. In addition, phosphoserine-2 levels are also seen to increase upon exposure to DNA damaging agents in a manner dependent on the Ser-2 CTD kinase, Ctk1p [21], [22]. Interestingly, *ctk1Δ* mutants are sensitive to these very same DNA damaging agents. Moreover, genes involved in DNA repair are amongst the *ctk1* dependent genes that are transcriptionally altered by exposure to DNA damage. These observations suggest that CTD phosphorylation plays a role in the transcriptional control of genes involved in the DNA damage response.

In this report we provide further support for a model in which the CTD influences the selective modulation of gene expression. We clearly show that impairment of Ser-2 phosphorylation does not lead to gross changes in transcriptional profile. Both *rpb1-12XCTD* and *rpb1-12XS2ACTD* strains display a similar distribution of gene expression levels (Figure 4A) as well as similar mean expression and percentile rankings (Table S1). In addition, scatterplots show a strong correspondence of expression for the vast bulk of genes (Figure 4B). Indeed, only 152 out of 4875 *S. pombe* genes (and four out of 333 “cytokinesis” genes) were found to be differentially regulated between genotype upon LatA treatment.

While such a small number was somewhat unexpected, the identities of the cytokinesis related genes were striking. The first of the three up-regulated genes was *lsk1* itself. While not informative with respect to the cytokinesis phenotype, the identification of Lsk1p is significant since it suggests the existence of positive feedback between low phosphoserine-2 levels and the control of *lsk1* expression. That is to say, it is conceivable that low phosphoserine-2 levels in the *rpb1-12XS2ACTD* strain might be sensed by the cell and trigger increased *lsk1* expression to compensate. The second of the up-regulated genes, *nsk1*, encodes a Clp1p interacting protein. Given that Clp1p is a critical regulator of the cytokinesis monitoring system in *S. pombe*, it is plausible that changes in *nsk1* expression could be related to the LatA sensitivity of *rpb1-12XS2ACTD* strains. The third of the up-regulated genes, *cut12*, encodes a spindle pole body protein with known roles in regulating the Plo1p kinase which in turn acts as a positive regulator of the SIN [30], [31], [32]. The only down-regulated gene in the set, *aip1*, encodes an actin interacting protein. Intriguingly, when human orthologues of this gene are knocked down in HeLa cells, both cytokinesis failure and an accumulation of multinucleate cells are observed [33].

While we favor a model in which the subset of differentially regulated genes represents the output of a transcriptional “program” – where multiple genes contribute to phenotype – we were able to provide evidence that one of the identified cytokinesis genes, *aip1*, does indeed play a role in promoting the successful completion of cytokinesis (Figure 7). While no severe defects were detected in otherwise wild-type backgrounds, *aip1* gene deletion mutants displayed strong synthetic interactions with *clp1Δ* mutants. This was not surprising since weak cytokinesis mutants have been observed to display strong phenotypes when placed in backgrounds where the cytokinesis monitoring system is non-functional [9], [10]. Moreover, whereas the LatA hypersensitivity of *clp1Δ* mutants was exacerbated by the *aip1* deletion, the LatA sensitivity of *lsk1Δ* cells remained unaffected in *aip1Δ* backgrounds. This result suggests that Lsk1p and Aip1p act in a linear pathway and would thus be consistent with a model in which Lsk1p mediated changes in CTD phosphorylation selectively affects the transcription of genes affecting LatA hyper-sensitivity.

Lastly, a close inspection of the data also revealed the selective mis-regulation of genes involved in meiosis. Of the differentially regulated genes, 47 (approximately 31%) were found to be trascriptionally up- or down-regulated upon entry into the meiotic cell cycle (Figure S3). Remarkably, this is consistent with recent data showing a requirement for Lsk1p in the transcriptional program initiated upon sexual differentiation [23]. These results bring up the question of whether the cytokinesis phenotype might be related to defects in the meiotic transcriptional program. In this respect it is interesting to note that the disruption of components of the MAPK signalling pathway (Ste20p, Ste11p, Ste7p) leading to the activation of the budding yeast Ste12p transcription factor (the functional equivalent to fission yeast Ste11p), as well as loss of function mutations in budding yeast *ste12* itself, cause defects in the expression of genes involved in cell wall integrity during vegetative growth [40]. This result sets a precedent in establishing a role for meiotic specific regulators during the vegetative cell cycle, and moreover, brings to mind the possibility that *ste11* dependent genes might play a morphogenetic role during cytokinesis. In any event, taking all results together, our data are consistent with a model in which alterations in CTD phosphorylation result, not in drastic global changes in transcription, but rather in selective changes in a limited set of genes resulting in discrete phenotypic changes. Regulatory modules that function through the fine-tuned modulation of CTD phosphorylation might thus represent a previously underappreciated mechanism of genetic control in eukaryotes.

## Materials and Methods

### Yeast Methods

All *Schizosaccharomyces pombe* strains used in this study (Table S2) were either obtained from the Karagiannis lab collection, created during the course of this study, or in the case of the *aip1* gene deletion strain, purchased from Bioneer Corporation (Alameda, CA). *Schizosaccharomyces pombe* cells were cultured in either YES or Edinburgh Minimal Media (EMM) (Forsburg and Rhind 2006) with the appropriate supplements (Adenine, Histidine, Leucine, or Uracil). Liquid cultures were grown with shaking (200 rpm) at 30°C. Genetic crosses were performed using standard methods [41]. In experiments involving Latrunculin treatment, *S. pombe* cells were grown to mid log phase (O.D. 0.2) and treated with 0.2-0.5 µM of Latrunculin A (Enzo Life Sciences International, Plymouth Meeting, Pennsylvania) dissolved in DMSO. Cells were grown at 30°C with shaking at 200 rpm for 3-6 hrs, before being fixed. Plasmid vectors were transformed into *S. pombe* using the lithium acetate protocol according to Forsburg and Rhind [41].

### Cloning Methods

To create the *lsg1* gene deletion mutant, two separate fragments corresponding to sequences upstream and downstream of the *lsg1* open reading frame (SPCC4B3.08) were PCR amplified from wild type genomic DNA using primers RS1, RS2, RS3 and RS4 (Table S3). The 226 bp fragment generated using RS1 and RS2 primers was cloned upstream of the *ura4^+^* gene (used as a selectable marker) in the pSKURA4 plasmid using *Kpn*I and *Xho*I restriction sites. The 310 bp fragment generated using RS3 and RS4 primers was cloned downstream of the *ura4^+^* using *Xba*I and *Sac*I restriction sites. Digestion with *Kpn*I and *Sac*I liberated a linear dsDNA fragment composed of the 226 bp upstream fragment, the *ura4+* selectable marker, and finally the 310 bp downstream fragment. This linear dsDNA fragment was then used to transform *S. pombe* strain MBY1343. Ura*^+^* transformants were isolated and subject to colony PCR using primers RS10, RS11, ME12 and ME28 to identify clones in which the linear dsDNA fragment had replaced the endogenous *lsg1* gene via homologous recombination.

To create the Lsg1-GFP integrant strain, a C-terminal fragment of the *lsg1* gene was PCR amplified from genomic DNA using primers RS5 and RS6 (Table S3). The fragment was then cloned upstream and in frame to the GFP gene located in the pJK210-GFP vector. This construct was then transformed into a *ura4-D18 S. pombe* strain. Ura*^+^* transformants were then isolated and subjected to colony PCR to identify clones in which the construct had integrated into the genome via homologous recombination.

To create the Lsg1-myc integrant strain, a C-terminal fragment of the *lsg1* gene was PCR amplified from genomic DNA using primers RS8 and RS14 and cloned into the *SmaI* and *KpnI* restriction sites of the pJK210-myc plasmid. The plasmid construct was then transformed to *S. pombe* strain MBY1343. Ura*^+^* transformants were then isolated and subjected to colony PCR using primers RS9 and RS17 to identify clones in which the construct had integrated into the genome via homologous recombination. To create the Lsg1-HA integrant strain, a C-terminal fragment of the *lsg1* gene was PCR amplified from genomic DNA using primers RS9 and RS16 and cloned into the *SmaI* and *EcoRI* restriction sites of the pJK210-HA plasmid. The plasmid construct was then transformed to *S. pombe* strain MBY1343. Ura*^+^* transformants were then isolated and subjected to colony PCR using primers RS9 and RS16 to identify clones in which the construct had integrated into the genome via homologous recombination.

### Fluorescence Microscopy

*S. pombe* cells expressing Lsg1-GFP fusions, were fixed using ethanol fixation [41] and stored in PBS pH 7.4. To observe nuclei and cell wall/septa material, cells were mixed with 0.02 µg/µL 4’6,-diamidino-2-phenylindole (DAPI) and 1 µg/µL aniline blue. Fluorescent images were obtained using Zeiss Axioskop 2 microscope driven by ImageJ 1.41 software (National Institutes of Health) and Scion CFW Monochrome CCD Firewire Camera (Scion Corporation, Frederick Maryland) using DAPI and GFP filter sets. Gray level linescan measurements were performed using the “plot profile” function of ImageJ. Mean gray level measurements were performed using the “threshold” and “analyze particles” functions of ImageJ.

### Biochemical and Immunological Methods

Cells of the indicated genotype were grown up to the mid-log phase at 30°C, collected by centrifugation, and resuspended in STOP buffer (10 mM Tris-HCl pH 8.0, 150 mM NaCl, 50 mM NaF, 10 mM EDTA, 1 mM NaN_3_). Cell pellets were stored at -80°C up to a maximum of 6 months. Cell pellets were subsequently thawed, and lysed using vortexing with glass beads in extraction buffer (1% IGEPAL CA630 (tetr-Octylphenoxy polyethanol), 150 mM NaCl, 50 mM Tris-HCl pH 8.0, 2 mM EDTA, 1 mM PMSF (phenylmethanesulphonylfluoride), 2 mM Benzamidine, 50 mM NaF, 0.1 mM Na_3_VO_4_, 50 mM B-glycerophosphate, 15 mM p-nitrophenyl phosphate, ¼ Tablet Sigma Protease Inhibitors). Twenty micrograms of total cell extracts were subjected to SDS-PAGE, transferred to PVDF membranes and immunoblotted using one of the following three antibodies: 8WG16 (Sigma), H14 (Sigma) or H5 (Sigma). 8WG16 and H14 were used at 1∶5000 dilutions and H5 was used at a dilution of 1∶1000. Peroxidase conjugated anti-mouse IgG (Sigma) at a dilution of 1∶10000 was used against 8WG16 whereas peroxidase conjugated anti-mouse IgM (Sigma) at a dilution of 1∶10000 was used to recognize H5 and H14 antibodies. In co-immunoprecipitation experiments 2 mg of cell extracts obtained as described above were immunoprecipitated following the manufacturer’s protocol using Protein G Dynabeads (Invitrogen).

### Global Gene Expression Analysis

Strains bearing the *rpb1-12XCTD* and *rpb1-12XS2A* mutations were grown to mid-log phase and treated with 0.5 µM LatA or DMSO for 3 hours at 30°C. Total RNA extraction was performed using the RiboPure Yeast Kit (Ambion) according to the manufacturer’s instructions. Fifteen micrograms of total RNA was processed into labelled cRNA and hybridized to GeneChip Yeast Genome 2.0 Arrays (Affymetrix) by the London Regional Genomic Centre according to the Affymetrix Gene Profiling Reagents User Guide (P/N 702749 Rev. 1) available from the Affymetrix website (http://www.affymetrix.com/support/technical/manuals.affx). Three biological replicates were performed. Global gene expression data was subsequently obtained from the London Regional Genomic Center as CEL computer files containing the raw hybridization signal intensities. Analysis was performed using the Genespring GX 10.0.1 (Agilent Technologies Inc). The CEL files were first normalized with RMA (robust multi-array analysis) algorithm. RMA uses PM (perfect match) probes from the data and corrects the background by fitting a model that is the addition of an exponentially distributed signal and a normally dispersed background [42]. The normalization procedure is helpful in eliminating non-biological sources of variation across individual samples acquired form, for example, differences in hybridization efficiency that varies in different genechips. This generated hybridization intensity data for all twelve samples that were used for further analysis. For quality control purposes Affymetrix includes probes for the *bioB*, *bioC*, *bioD* and *cre* genes on all genechips. During the hybridization protocol different concentrations (1.5, 5, 25, and 100 pmoles) of *bioB*, *bioC*, *bioD* and *cre* transcripts respectively, are “spiked” into the hybridization cocktail in order to assay for hybridization efficiency. As expected, when the data for these genes were inspected, it could be observed that the *cre* gene showed the highest strength of hybridization, followed by *bioD*, *bioC*, and *bioB*. This indicated that the hybridizations had been performed successfully, and that the data could be confidently used in further statistical analysis. The data were grouped under two different categories; genotype, representing *rpb1-12XWTCTD* or *rpb1-12XS2ACTD,* and drug, representing LatA or DMSO treatments. Based on this, all of the data could be classified as 1) *rpb1-12XWTCTD,* DMSO treated, 2) *rpb1-12XWTCTD,* LatA treated, 3) *rpb1-12XS2ACTD*, DMSO treated, and 4) *rpb1-12XS2ACTD*, LatA treated. To identify differentially regulated genes, data for these genes were inspected and data were filtered using Volcano plot analysis employing the Benjamin-Hochberg multiple testing correction. Genes showing statistically significant differences (p-value<0.05) and fold changes greater than 1.5 were identified as differentially regulated. Microarray experiments were performed in compliance with MIAME guidelines. Data has been deposited into the GEO database (Accession Number GSE31369).

## Supporting Information

Figure S1 **Bioinformatic analysis of the** ***S. pombe lsg1*** **gene. (A)** Domain structure of the predicted Lsg1p, Lsc1p and Lsk1p proteins as determined using Prosite. Note that Lsg1p contains a conserved CTK3 superfamily domain at its N-terminus (PFAM12243). Red arrow in Lsk1p indicates the proton acceptor (Asp-399) within the serine/threonine protein kinase active site signature (residues 395-407). **(B)** Reconstructed gene tree of fungal orthogroup OG4121 (Fungal Orthogroups Repository). **(C)** ClustalW protein alignment of members of fungal orthogroup OG4121. *Schizosaccharomyces pombe*, Spom; *Saccharomyces cerevisiae*, Scer; *Saccharomyces mikatae,* Smik; *Saccharomyces paradoxus*, Spar; *Saccharomyces bayanus*, Sbay; *Saccharomyces castellii*, Scas; *Kluyveromyces lactis*, Klac; *Candida glabrata*, Cglab; *Kluyveromyces waltii*, Kwal; *Saccharomyces kluyveri*, Sklu; *Schizosaccharomyces octosporus*, Soct; *Debaryomyces hansenii*, Dhan; *Candida guilliermondii*, Cgui; *Candida lusitaniae*, Clus; *Candida albicans*, Calb; *Candida parapsilosis*, Cpar; *Lodderomyces elongiosporus*, Lelo; *Ashbya gossypii*, Agos; *Schizosaccharomyces japonicus*, Sjap. Lsg1p is marked with a red star.
(TIF)

Figure S2 ***rpb1-12XS2ACTD*** **mutants do not exhibit a generalized defect in mounting a proper transcriptional response to stress. (A)** Volcano plot analysis of the expression of the genes annotated by the Gene Ontology Consortium as having role in the cellular response to stress. Plots compare *rpb1-12XCTD* vs. *rpb1-12XS2ACTD* strains treated with DMSO (top) or LatA (bottom). Horizontal green line represents p-value of 0.05. Vertical green lines represent threshold for a 1.5 fold change in expression. **(B)** Scatter plots comparing genes (squares) annotated by GO as having a cellular response to stress in *rpb1-12XCTD* and *rpb1-12XS2ACTD* strains in the presence of DMSO (top) or LatA (bottom). Diagonal green lines represent the threshold for a 1.5 fold change in expression. Color of squares indicates the level of expression of that gene in DMSO treated *rpb1-12XCTD* cells (top) or LatA treated *rpb1-12XCTD* cells.
(TIF)

Figure S3 **A sub-set of genes differentially regulated in** ***rpb1-12XS2ACTD*** **strains are part of the transcriptional program initiated upon entry into meiosis.** Using data [34] freely available from the Bahler website (http://www.bahlerlab.info/projects/sexualdifferentiation/meiosis/), the expression levels of the indicated genes were plotted versus time after meiotic induction. Data is presented as the ratio between expression level at the indicated times and expression level in vegetative cells. Genes were grouped according to the level and timing of induction/repression.
(TIF)

Table S1 **Summary statistics of log_2_ normalized intensity values.**
(DOCX)

Table S2 **Strains used in this study.**
(DOCX)

Table S3 **Oligos used in this study.**
(DOCX)

File S1 **log_2_ Normalized Intensity Values.**
(XLSX)

# Supplementary material for: Global Gene Expression Analysis of Fission Yeast Mutants Impaired in Ser-2 Phosphorylation of the RNA Pol II Carboxy Terminal Domain
**Source:** PLoS One. 2011 Sep 12;6(9):e24694. doi: 10.1371/journal.pone.0024694
**Supplement:** Table S1 — Summary statistics of log2 normalized intensity values.

| **Table S1:** Summary statistics of log_2_ normalized intensity values. | | | | |
| --- | --- | --- | --- | --- |
|  | ***rpb1-12XCTD*, DMSO** | ***rpb1-12XS2ACTD*, DMSO** | ***rpb1-12XCTD*, LatA** | ***rpb1-12XS2ACTD*, LatA** |
| **Observations** | 4875 | 4875 | 4875 | 4875 |
| **Minimum** | -2.92 | -1.44 | -2.87 | -1.00 |
| **Maximum** | 1.62 | 2.55 | 1.87 | 4.49 |
| **Range** | 4.54 | 3.98 | 4.74 | 5.49 |
| **Mean** | -0.08 | 0.01 | 0.05 | 0.00 |
| **Standard Deviation** | 0.28 | 0.25 | 0.22 | 0.26 |
| **5^th^ Percentile** | -0.52 | -0.35 | -0.24 | -0.39 |
| **10^th^ Percentile** | -0.39 | -0.24 | -0.15 | -0.27 |
| **25^th^ Percentile** | -0.22 | -0.11 | -0.04 | -0.12 |
| **50^th^ Percentile** | -0.06 | 0.00 | 0.03 | 0.00 |
| **75^th^ Percentile** | 0.07 | 0.12 | 0.14 | 0.12 |
| **90^th^ Percentile** | 0.22 | 0.28 | 0.30 | 0.27 |
| **95^th^ Percentile** | 0.32 | 0.40 | 0.41 | 0.38 |

# Supplementary material for: Global Gene Expression Analysis of Fission Yeast Mutants Impaired in Ser-2 Phosphorylation of the RNA Pol II Carboxy Terminal Domain
**Source:** PLoS One. 2011 Sep 12;6(9):e24694. doi: 10.1371/journal.pone.0024694
**Supplement:** Table S2 — Strains used in this study.

| **Table S2:** Strains used in this study. | | |
| --- | --- | --- |
| **Strains** | **Relevant Genotype** | **Source** |
| **RS1** | *lsg1GFP::ura4 ura4-D18 h^+^* | This Study |
| **RS2** | *lsg1::ura4 ura4-D18 h^+^* | This Study |
| **RS9** | *lsg1GFP::ura4 lsk1::ura4 ura4-D18* | This Study |
| **RS36** | *cdc16-116 lsg1::ura4 ura4-D18* | This Study |
| **RS40** | *lsg1myc::ura4 ura4-D18 h^+^* | This Study |
| **RS43** | *lsg1HA::ura4 ura4-D18 h^+^* | This Study |
| **RS46** | *ura4-D18 leu-32 ade6-216 h^+^* | This Study |
| **RS47** | *ura4-D18 leu-32 ade6-216 h^-^* | This Study |
| **RS50** | *lsg1myc::ura4 lsk1HA::ura4 ura4-D18* | This Study |
| **RS56** | *lsg1myc::ura4 lsc1HA::ura4 ura4-D18* | This Study |
| **JK9** | *clp1::ura4 ura4-D18 leu+ h^-^* | JK Collection |
| **JK29** | *lsk1::ura4 ura4-D18 leu1-32 h^-^* | JK Collection |
| **JK327** | *lsc1HA::ura4 ura4-D18 leu1-32 h^-^* | JK Collection |
| **JK328** | *lsk1HA::ura4 ura4-D18 leu1-32 h^-^* | JK Collection |
| **JK366** | *ura4-D18/ura4-D18 leu1-31/leu1-32 ade6-210/ade6-216 h^-^/h^+^* | JK Collection |
| **JK375** | *rpb1-WTCTDX12::ura4 ura4-D18 leu1-32 h^-^* | JK Collection |
| **JK401** | *rpb1-S2ACTDX12::ura4 ura4-D18 leu1-32 h^-^* | JK Collection |
| **JK469** | *aip1::kanMX4 ura4-D18 leu1-32 ade6-M210 h^+^* | JK Collection |
| **JK532** | *aip1::kanMX4 clp1::ura4 ura4-D18* | JK Collection |
| **JK533** | *aip1::kanMX4 lsk1::ura4 ura4-D18* | JK Collection |
| **MBY1343** | *ura4-D18 h^+^* | JK Collection |
| **MBY2432** | *cdc16-116 ura4- leu1-32 ade6-216 M210 h^-^* | JK Collection |

# Supplementary material for: Global Gene Expression Analysis of Fission Yeast Mutants Impaired in Ser-2 Phosphorylation of the RNA Pol II Carboxy Terminal Domain
**Source:** PLoS One. 2011 Sep 12;6(9):e24694. doi: 10.1371/journal.pone.0024694
**Supplement:** Table S3 — Oligos used in this study.

| **Table S3:** Oligos used in this study. | |
| --- | --- |
| **Oligo** | **Sequence** |
| **RS1** | 5'-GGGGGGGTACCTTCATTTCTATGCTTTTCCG-3' |
| **RS2** | 5'-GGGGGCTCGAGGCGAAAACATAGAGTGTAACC-3' |
| **RS3** | 5'-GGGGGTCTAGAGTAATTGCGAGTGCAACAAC-3' |
| **RS4** | 5'-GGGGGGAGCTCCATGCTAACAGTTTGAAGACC-3' |
| **RS5** | 5'-GGGGGCATATGGATCCATTTGAGGGC-3' |
| **RS6** | 5'-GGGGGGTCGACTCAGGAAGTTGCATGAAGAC-3' |
| **RS8** | 5'-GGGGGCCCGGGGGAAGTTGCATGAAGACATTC-3' |
| **RS9** | 5'-GCATGAAAAGAAGGTAATCGA-3' |
| **RS10** | 5'-GTGCTCCAAAGGTTTTGAAA-3' |
| **RS11** | 5'-TTGAAAATTTACTATTTCGCTG-3' |
| **RS14** | 5'-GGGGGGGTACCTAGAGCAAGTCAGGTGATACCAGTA-3' |
| **RS16** | 5'-CGCATAGTCAGGAACATCGT-3' |
| **RS17** | 5'-GAGATTAGCTTTTGTTCACCG-3' |
| **ME12** | 5’-cttatcgataccgtcgacct-3’ |
| **ME28** | 5’-cgggggatccactagttct-3’ |

How the deposited data were processed for this re-analysis (not part of the article)

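RNA of *rpb1-12XCTD* cells, with 12 wild-type heptad repeats in the CTD, and of *rpb1-12XS2ACTD* cells, with serine 2 of the 12 repeats changed to alanine, was measured after 3 h in 0.5 µM LatA or in DMSO. Each of the 4 groups has 3 biological replicates, each on an Affymetrix Yeast Genome array of its own, so 12 arrays in all. The authors normalized the arrays by RMA, as the methods and the submitters' processing notes state (RMA version not given), and the deposited values are in log2. The median of every probe set over the 12 arrays is 0 in the deposited table, so each probe set was centred by a step that the sources used here do not describe. The level of a gene against other genes is therefore not kept. The table holds 4875 S. pombe probe sets, and the S. cerevisiae probe sets of the array were not analysed here. All columns were matched to a sample by its label, and no value was missing.

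Probe sets were named through File S1 of the paper (2584) and, where the copy used did not hold them, through the annotation of the array (1337). The other 954 kept no single gene name and stayed in every test. The copy of File S1 holds 1999 of 4875 rows of the list of all genes and 92 rows of the list of genes that differ with LatA. Both were used for names only. The paper's lists of CESR-Up, CESR-Down, stress response and cytokinesis genes were taken from File S1 in full.

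The test was limma 3.58.1 in R 4.3.3, with names prepared in Python 3.11.15. A single linear model with 4 group means was fitted to the 12 arrays, and 5 comparisons were drawn from it: the genotype effect with DMSO and with LatA, the LatA effect in each strain, and the interaction, which is the LatA effect in *rpb1-12XS2ACTD* minus that in *rpb1-12XCTD*. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all probe sets and a fold change over 1.5. The gene-specific test of the paper's methods, with equal variances and the same thresholds, was run on the same values. The paper's 4 lists and 23 others, 27 lists in all, were tested by camera from limma with its preset correlation of 0.01 and again with an estimated correlation, adjusted over the lists. For each list the called genes were also counted with the adjustment over the list alone. Subtelomeric genes are the 40 outermost protein-coding genes at each end of chromosomes I and II. Meu and mug genes among the called genes were counted with a two-sided Fisher's exact test over named genes, which treats genes as independent.

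The tests, the lists, the alternatives and the rule for naming genes were written before the data were examined. Values in File S1 had been read by then, and the lists on subtelomeric, thiamine, phosphate, mating and DNA replication genes were chosen after reading them. The rule names the genes of the paper's results on expression and *rpb1*, *lsc1*, *lsg1* and *clp1*, up to 10 called genes with the largest rise and fall in each comparison among those whose groups do not overlap, and up to 4 called members of a list.

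The precision of a fold change rests on 3 replicates per group, since an array has no read depth and the deposited values hold no signal over background. The procedure was tested on simulated data with the spread of these arrays, the variance of each gene moved toward the median. Genes were drawn independently and without offsets between arrays. The recovery and false calls therefore do not cover structure shared by many genes, such as that among the DMSO arrays. With true changes of log2 0.68, 1 and 2, it recovered 67.2%, 100% and 100% of changed genes in the genotype effect with DMSO, with 15 false calls. In the genotype effect with LatA it recovered 89.6%, 98.5% and 100%, with 1 false call. At the same 3 changes the methods' test recovered 23.9%, 62.7% and 97.0% with DMSO and 80.6%, 98.5% and 98.5% with LatA, with 0 false calls in each.

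The replicate numbers 1 to 3 recur in each group. Of 18 pairs of arrays with the same number, 7 had deviations from their group means that correlated above 0.1. Over all 18 pairs the correlations ran from −0.40 to 0.34. For the 2 LatA groups those of the 3 pairs were 0.34, 0.20 and 0.26. A pairing there is read from the values alone, since no source says what a number marks. The main fit carries no pairing, and the replicate number as a block was an alternative. The alternatives were the 2 compared groups alone, the methods' test with and without adjustment, the replicate number as a block, limma's trend and robust options, array weights, median centring, quantile normalization, no fold threshold, the removal of probe sets that match several genes, and the removal of each array in turn. Quantile normalization and median centring were applied to the deposited centred values, after RMA. They therefore equalize deviations between arrays and do not normalize intensities. Probe sets that match several genes were recognized by the suffix of their names alone. A filter on low signal was not run because the level is not kept. Groups of 3 arrays are too small for the outlier test used for single samples.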

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

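Of the tests below, the probe sets that match several genes were examined after the result was seen, and the comparison of outer with inner genes was planned. The *nmt1* gene was flagged because its response to LatA differs between the strains, by 3.50 log2 in the interaction (SE 0.33, adjusted p = 0.00221 from limma), with values of 4.94, 4.19 and 4.33 on the LatA arrays of *rpb1-12XS2ACTD*. With limma's trend and robust options the *nmt1* call of the interaction ended (adjusted p of 0.850).

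Lists of genes were flagged because their response to LatA differs between the strains by camera on the interaction, where the median over all genes is −0.12. Higher than other genes were core histones (adjusted p = 1.04e-05, median 0.11), CESR-Up (adjusted p = 1.04e-05, median 0.0033), subtelomeric genes (adjusted p = 0.000642, median −0.078; 0.016 after median centring), proteasome genes (adjusted p = 0.0113, median −0.0025; 0.091 after median centring) and glucose transport (adjusted p = 0.0178, median 0.074). Lower were ribosome biogenesis (adjusted p = 3.95e-05, median −0.36) and CESR-Down (adjusted p = 0.00549, median −0.30). With an estimated correlation the adjusted p lay between 0.924 and 0.958. No member of these lists was called by limma in the interaction; at an unadjusted p under 0.05 and 1.5 fold there were 0, 2, 8, 0, 0, 1 and 8 in the same order, and adjusted over the list alone 0, 0, 3, 0, 0, 0 and 2, of which 2 CESR-Down genes were higher and 0 lower, against the direction of that list. Of 100 splits of the 12 arrays, 74 had at least as many of the 27 lists past the threshold as the real 7, and the highest other had 13. Such splits can carry a part of the genotype effects, so they are no clean measure of chance, and chance is not excluded.

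Subtelomeric genes were flagged as a signal that the paper does not report, with 14 of 72 probe sets higher in *rpb1-12XS2ACTD* with LatA and 11 with DMSO. Probe sets marked by the suffix of their names as matching several genes are not the whole source with LatA, since 9 of the 14 called lack that mark. With DMSO 5 of the 11 lack it, which leaves this open there. No probe sequence was compared with the genome, so unmarked probe sets that match several genes stay possible with both treatments. Without the 15 probe sets of the list that match several genes it passed camera at adjusted p = 2.31e-11 with LatA and 0.000432 with DMSO, but not with an estimated correlation (adjusted p = 0.190 and 0.647). A change that grows toward the chromosome ends is a candidate explanation: the median difference of the outer 20 genes of each end was 0.36 log2 above that of the inner ones with LatA (0.56 against 0.20, one-sided permutation p = 0.00178) and 0.64 with DMSO (permutation p = 0.000130). That permutation treats probe sets as independent, which neighbours measured on the same arrays need not be. It also kept the 15 probe sets that match several genes. The list itself was chosen after values of these arrays had been read. All 4 ends held called genes with LatA: 3 and 2 at the left and right ends of chromosome I and 6 and 3 at those of chromosome II. Each genotype is a single strain, so a strain difference other than the CTD stays open and was not tested.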

How the results depend on the processing

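Main values are 42, 141, 642, 561 and 1 genes for the genotype effects with DMSO and LatA, the LatA effects in *rpb1-12XCTD* and *rpb1-12XS2ACTD* and the interaction. With the replicate block the genotype effect with LatA called 102 genes, 99 of them shared, and apart from the counts listed for that setting it moved none of the counts by over 1.5 times. The filter on low signal was not run, because the values keep neither level nor signal over background, which also leaves open how many genes are near background. Counts and values that moved by over 1.5 times or changed sign were, by setting: the 2 compared groups alone, 0 for genotype DMSO, CESR-Up genotype DMSO, stress genotype DMSO and cytokinesis genotype DMSO, 235 for genotype LatA, 9 for CESR-Up genotype LatA, 26 for stress genotype LatA; the methods' test, 0 for genotype DMSO, CESR-Down falls in *rpb1-12XCTD*, CESR-Up genotype DMSO, stress genotype DMSO and cytokinesis genotype DMSO, 15 for LatA in *rpb1-12XCTD*, 2 for CESR-Up rises in *rpb1-12XCTD*; the methods' test unadjusted, 75 for genotype DMSO, 230 for genotype LatA, 6 for CESR-Down falls in *rpb1-12XCTD*, 2 for CESR-Up genotype DMSO, 9 for CESR-Up genotype LatA, 12 for stress genotype DMSO, 25 for stress genotype LatA, 4 for cytokinesis genotype DMSO; array weights, 87 for genotype DMSO, 233 for genotype LatA, 3 for CESR-Up genotype DMSO, 11 for CESR-Up genotype LatA, 14 for stress genotype DMSO, 28 for stress genotype LatA, 9 for cytokinesis genotype DMSO, −0.10 for the *lsk1* interaction, −0.027 for the *cut12* interaction; quantile normalization, 15 for genotype DMSO, 265 for genotype LatA, 19 for interaction, 20 for CESR-Down falls in *rpb1-12XCTD*, 0 for CESR-Up genotype DMSO, stress genotype DMSO and cytokinesis genotype DMSO, 10 for CESR-Up genotype LatA and CESR-Down genotype LatA, 32 for stress genotype LatA, 12 for cytokinesis genotype LatA; no fold threshold, 273 for genotype LatA, 1738 for LatA in *rpb1-12XCTD*, 1625 for LatA in *rpb1-12XS2ACTD*, 28 for CESR-Down falls in *rpb1-12XCTD* and stress genotype LatA, 69 for CESR-Down falls in *rpb1-12XS2ACTD*, 13 for cytokinesis genotype LatA; limma's trend and robust options, 0 for interaction, CESR-Up genotype DMSO and stress genotype DMSO, 1 for cytokinesis genotype DMSO; median centring, 16 for CESR-Down falls in *rpb1-12XCTD*, 0 for CESR-Up genotype DMSO, 1 for stress genotype DMSO and cytokinesis genotype DMSO, 5 for camera lists in genotype DMSO; the replicate block, 0 for CESR-Up genotype DMSO and stress genotype DMSO, 3 for cytokinesis genotype LatA; no probe sets that match several genes, 0 for CESR-Up genotype DMSO, 1 for cytokinesis genotype DMSO; adjustment over the list alone, 0 for CESR-Up genotype DMSO, stress genotype DMSO and cytokinesis genotype DMSO; camera with an estimated correlation, 0 for camera lists in genotype DMSO, camera lists in genotype LatA, camera lists in LatA in *rpb1-12XCTD*, camera lists in LatA in *rpb1-12XS2ACTD* and camera lists in interaction. Added after seeing the data: replicate 1 of both DMSO groups removed, 221 for genotype DMSO and genotype LatA, 6 for interaction and camera lists in genotype DMSO, 20 for CESR-Down falls in *rpb1-12XCTD*, 5 for CESR-Up genotype DMSO, 10 for CESR-Up genotype LatA, 27 for stress genotype DMSO, 26 for stress genotype LatA, 9 for cytokinesis genotype DMSO, −0.10 for the *lsk1* interaction; the LatA arrays alone with the replicate block, 244 for genotype LatA, 11 for CESR-Up genotype LatA and cytokinesis genotype LatA, 30 for stress genotype LatA; the methods' test adjusted over the list alone, 0 for CESR-Up genotype DMSO, stress genotype DMSO and cytokinesis genotype DMSO, 8 for stress genotype LatA. The cause of these changes was not tested. Leaving out 1 array at a time, the lowest and highest values were genotype DMSO 3 to 201, genotype LatA 35 to 189, interaction 1 to 52, CESR-Down falls in *rpb1-12XCTD* 6 to 18, CESR-Up genotype DMSO 0 to 6, CESR-Up genotype LatA 1 to 7, CESR-Down genotype DMSO 0 to 1, CESR-Down genotype LatA 2 to 8, stress genotype DMSO 0 to 28, stress genotype LatA 5 to 22, cytokinesis genotype DMSO 0 to 12, cytokinesis genotype LatA 0 to 7, camera lists in genotype DMSO 1 to 7, camera lists in genotype LatA 6 to 11, the *lsk1* interaction −0.12 to 0.17, the *cut12* interaction −0.10 to 0.21. A group left with 2 arrays is assumed to vary like the others. Values of the named genes that were called kept their direction throughout and their side of the threshold in 205 of 343 runs for genotype DMSO, 899 of 1102 runs for genotype LatA, 394 of 460 runs for LatA in *rpb1-12XCTD*, 420 of 437 runs for LatA in *rpb1-12XS2ACTD*, 19 of 20 runs for interaction.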

Differences from the paper's values

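Counts are at the paper's thresholds, and settings were written before the data were examined unless said otherwise. A count is taken to differ where it is over 1.5 times the other, or where only one of the 2 is 0. CESR-Up genes that differ between strains with DMSO number 1 here, and the paper's value is 0. Equal to the paper's value are 0 (the 2 compared groups alone, the methods' test, the replicate block, limma's trend and robust options, median centring, quantile normalization, no probe sets that match several genes, adjustment over the list alone, without *rpb1-12XCTD* DMSO replicates 1 or 2, any of the 3 *rpb1-12XCTD* LatA arrays, *rpb1-12XS2ACTD* DMSO replicates 2 or 3 or any of the 3 *rpb1-12XS2ACTD* LatA arrays). Settings that differ from it are 2 (the methods' test unadjusted), 3 (array weights), 1 (no fold threshold), 6 (without *rpb1-12XCTD* DMSO replicate 3 or *rpb1-12XS2ACTD* DMSO replicate 1).

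Stress response genes that differ with DMSO number 2 here, and the paper's value is 0. Equal to the paper's value are 0 (the 2 compared groups alone, the methods' test, the replicate block, limma's trend and robust options, quantile normalization, adjustment over the list alone, without *rpb1-12XCTD* DMSO replicate 1 or *rpb1-12XS2ACTD* DMSO replicates 2 or 3). Settings that differ from it are 12 (the methods' test unadjusted), 14 (array weights), 1 (median centring, without *rpb1-12XCTD* DMSO replicate 2, any of the 3 *rpb1-12XCTD* LatA arrays or *rpb1-12XS2ACTD* LatA replicate 2), 2 (no fold threshold, no probe sets that match several genes, without *rpb1-12XS2ACTD* LatA replicates 1 or 3), 28 (without *rpb1-12XCTD* DMSO replicate 3), 27 (without *rpb1-12XS2ACTD* DMSO replicate 1).

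Stress response genes that differ with LatA number 15 here, and the paper's value is 8. Within 1.5 times the paper's value are 11 (the replicate block), 6 (without *rpb1-12XCTD* LatA replicate 2), 9 (without *rpb1-12XCTD* LatA replicate 3), 12 (without *rpb1-12XS2ACTD* DMSO replicate 3), 8 (without *rpb1-12XS2ACTD* LatA replicate 1). Settings that differ from it are 26 (the 2 compared groups alone), 13 (the methods' test, without *rpb1-12XS2ACTD* DMSO replicate 2), 25 (the methods' test unadjusted), 15 (limma's trend and robust options, no probe sets that match several genes), 28 (array weights, no fold threshold), 22 (median centring, without *rpb1-12XCTD* DMSO replicate 1), 32 (quantile normalization), 17 (without *rpb1-12XCTD* DMSO replicate 2), 18 (without *rpb1-12XCTD* DMSO replicate 3), 5 (without *rpb1-12XCTD* LatA replicate 1 or *rpb1-12XS2ACTD* LatA replicates 2 or 3), 21 (without *rpb1-12XS2ACTD* DMSO replicate 1), 14 (adjustment over the list alone).

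Cytokinesis genes that differ with DMSO number 2 here, and the paper's value is 0. Equal to the paper's value are 0 (the 2 compared groups alone, the methods' test, quantile normalization, adjustment over the list alone, without *rpb1-12XCTD* DMSO replicates 1 or 2, any of the 3 *rpb1-12XCTD* LatA arrays, *rpb1-12XS2ACTD* DMSO replicates 2 or 3 or any of the 3 *rpb1-12XS2ACTD* LatA arrays). Settings that differ from it are 4 (the methods' test unadjusted), 2 (the replicate block, no fold threshold), 1 (limma's trend and robust options, median centring, no probe sets that match several genes), 9 (array weights, without *rpb1-12XCTD* DMSO replicate 3), 12 (without *rpb1-12XS2ACTD* DMSO replicate 1).

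Cytokinesis genes lower in *rpb1-12XS2ACTD* with LatA number 3 here, and the paper's value is 1. Within 1.5 times the paper's value are 1 (the methods' test, the replicate block, without *rpb1-12XCTD* LatA replicate 1 or *rpb1-12XS2ACTD* LatA replicate 1). Settings that differ from it are 6 (the 2 compared groups alone, the methods' test unadjusted), 3 (limma's trend and robust options, median centring, no probe sets that match several genes, without *rpb1-12XCTD* DMSO replicates 1 or 3 or *rpb1-12XS2ACTD* DMSO replicates 1 or 3), 5 (array weights), 7 (quantile normalization), 10 (no fold threshold), 4 (without *rpb1-12XCTD* DMSO replicate 2), 0 (without *rpb1-12XCTD* LatA replicate 2 or *rpb1-12XS2ACTD* LatA replicates 2 or 3), 2 (adjustment over the list alone, without *rpb1-12XCTD* LatA replicate 3 or *rpb1-12XS2ACTD* DMSO replicate 2).

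Of 11 counts in the paper's text, 5 differ in this sense and 8 are not equal. The 28 values of Table S1 that were compared (minimum, maximum, mean, standard deviation and the 5th, 50th and 95th percentiles) differ from those here by at most 0.00984. All genes that differ with LatA number 141 here and 152 in the paper, and the methods' test gives 152. The methods' test adjusted over the list alone, a setting added after seeing the values, gives 8 stress response genes and 1 lower cytokinesis gene with LatA, and 0 CESR-Up, 0 stress response and 0 cytokinesis genes with DMSO, each the paper's value, and drops 0 of the 4 cytokinesis genes the paper names. The paper's text does not name its stress response genes, so how many of those it drops was not counted.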

Other observations

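Some genes of the actin cytoskeleton and of cell separation changed with LatA. Over all genes, 13.2% were called in *rpb1-12XCTD* and 11.5% in *rpb1-12XS2ACTD*. Of 34 genes of the actomyosin ring and actin patches, 4 rose in *rpb1-12XCTD* and 3 in *rpb1-12XS2ACTD*, with the myosin II genes *myp2* (1.12 and 0.82) and *myo2* (0.81 and 0.65) and *cap1* (0.81 and 0.67) in both (camera adjusted p = 4.31e-06 and 3.44e-06; adjusted p = 0.652 and 0.602 with an estimated correlation; 4 and 3 adjusted over the list alone). Of 13 genes of septins and cell separation, 4 fell in *rpb1-12XCTD* and 4 in *rpb1-12XS2ACTD*, in *rpb1-12XCTD* *adg1* (−1.21), the glucanase gene *agn1* (−0.91), *adg2* (−0.80) and *adg3* (−0.64) (camera adjusted p = 0.0128 and 0.0539; adjusted p = 0.652 and 0.632 with an estimated correlation; 1 and 4 adjusted over the list alone). Chaperone genes rose, 7 and 5 of 15 (4 and 6 after quantile normalization, 7 and 6 adjusted over the list alone), such as *ssa1* (1.36 and 1.44) (camera adjusted p = 0.00216 and 0.000280; adjusted p = 0.652 and 0.602 with an estimated correlation). Of 54 ribosome biogenesis genes, 4 fell in *rpb1-12XCTD* and 20 in *rpb1-12XS2ACTD* (4 and 20 adjusted over the list alone), such as *rrp8* (−0.61 and −0.95) (camera adjusted p = 2.43e-05 and 5.27e-11; adjusted p = 0.698 and 0.602 with an estimated correlation). Of the 9 calls of a LatA effect in *rpb1-12XCTD* given here, 3 held whichever array was left out, and 6 ended without at least 1 array other than *rpb1-12XCTD* LatA replicate 1 and *rpb1-12XS2ACTD* DMSO replicates 1 and 3 (adjusted p of 0.0510 to 0.177 or a fold under 1.5). Leaving out 1 array at a time, 3 of these 5 calls of a LatA effect in *rpb1-12XS2ACTD* held, and 2 ended without at least 1 of *rpb1-12XS2ACTD* DMSO replicates 2 and 3 and *rpb1-12XS2ACTD* LatA replicates 1 and 2 (adjusted p of 0.0508 to 0.0690). Other settings ended calls of a LatA effect in *rpb1-12XCTD* for each of the 9 with the methods' test (adjusted p of 0.0539 to 0.226), *adg2*, *adg3* and *agn1* with array weights (adjusted p of 0.0704 to 0.116), *adg2* and *adg3* with the 2 compared groups alone (adjusted p of 0.0642 to 0.0800), and *adg3* with limma's trend and robust options (adjusted p of 0.0694). Among calls of a LatA effect in *rpb1-12XS2ACTD*, other settings ended *myp2* and *ssa1* with the methods' test (adjusted p of 0.0544 to 0.0580).

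Mating genes rose with LatA, 14 of 26 probe sets in *rpb1-12XCTD* and 6 in *rpb1-12XS2ACTD* (after quantile normalization 9 rose and 1 fell in *rpb1-12XCTD*, and 6 rose and 1 fell in *rpb1-12XS2ACTD*; camera adjusted p = 0.00216 and 0.00463; adjusted p = 0.652 and 0.602 with an estimated correlation; 14 and 6 adjusted over the list alone). The transcription factor gene *ste11*, which controls mating and entry into meiosis, rose by 2.30 log2 in *rpb1-12XCTD* (SE 0.20, adjusted p = 7.99e-05 from limma) and by 1.40 in *rpb1-12XS2ACTD* (adjusted p = 0.000806), and differed between the strains by −1.27 with LatA (adjusted p = 0.00902), by −0.37 with DMSO (adjusted p = 0.381) and by −0.90 in its response (adjusted p = 0.381). Of 29 DNA replication genes, 4 fell in *rpb1-12XCTD* and 8 in *rpb1-12XS2ACTD* (0 and 8 adjusted over the list alone), among them in *rpb1-12XS2ACTD* the licensing gene *cdt1* (−1.23) and the ribonucleotide reductase gene *cdc22* (−1.07) (camera adjusted p = 0.108 and 0.0243; adjusted p = 0.824 and 0.859 with an estimated correlation). The lists of mating and DNA replication genes were chosen after values of these arrays in File S1 had been read. Calls of a LatA effect in *rpb1-12XS2ACTD* ended for 1 of these 3 probe sets without at least 1 of *rpb1-12XS2ACTD* DMSO replicates 1 and 2 and the 3 *rpb1-12XS2ACTD* LatA arrays (adjusted p of 0.0591 to 0.125) and held for 2 whichever array was left out. The *ste11* call with LatA and the *ste11* call of a LatA effect in *rpb1-12XCTD* held whichever array was left out. With the methods' test the *ste11* call of a LatA effect in *rpb1-12XCTD* ended (adjusted p of 0.0539). Calls of a LatA effect in *rpb1-12XS2ACTD* ended for *cdt1* with the methods' test (adjusted p of 0.143). Its values on the DMSO arrays of *rpb1-12XS2ACTD* were 1.36, 0.23 and −0.23. Where leaving out 1 array ended the call, the change of *cdt1* was as little as 0.77 in size.

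The tests of the next 2 patterns were all chosen after the result was seen. By the methods' test, 0 genes differed between the strains with DMSO (75 at an unadjusted p under 0.05, 42 by limma) and 152 with LatA. Wider spread between the DMSO arrays is a candidate explanation, with a median pooled standard deviation of 0.168 log2 against 0.0805. Judged with the spread of the DMSO arrays, 0 of the 152 stay called, and judged with the spread of the LatA arrays, 96 genes would be called with DMSO. The 152 were picked in part for a small spread on the LatA arrays. Exchanging it for another spread would lose calls in any case, and no control for this was run, so these counts do not decide the cause. An effect present only with LatA is argued against by the 94.1% of the genes that go the same way with DMSO, at a median of 0.39 against 0.78 with LatA. A larger difference with LatA stays open for single genes.

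*rpb1-12XS2ACTD* DMSO replicate 1 lies between the strains, and its wrong label or a mixture of RNA cannot be told apart from a culture of its own. A control culture under a wrong label would lie beyond the 3 control arrays in about 25% of the genes called with LatA; the array did so in 34.8%, in 64.7% of the higher genes and 5 of 73 lower ones, and in *tlh2* it lay 2.31 log2 above the highest control. A mixture would give the same share of control RNA from higher and lower genes; it came to 71.2% (95% interval 60.2 to 76.7) and 124% (110 to 143). Against single control arrays, comparisons added after that result, the shares were 66.5% and 220% for replicate 1 and 72.6% and 173% for replicate 2. For replicate 3 they were 72.8% and 71.6%. The array medians were not made equal for these tests. They were −0.16, −0.11 and 0.070 on the 3 control arrays and 0.013 on this array. Such offsets alone can part higher from lower genes and raise the share from lower genes. The shares therefore do not decide on a mixture with any of the 3 cultures. The design gives no biological explanation for a single array, and none was tested.

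Comparisons of 3 arrays with 3 make 10 splits, so a share under 0.05 cannot be reached; the real value is followed by the highest of the other splits. Genes called were 42 (66) in the genotype effect with DMSO, where 3 of 10 splits had as many, 141 (0) with LatA, and 642 (1) and 561 (0) in the LatA effects of *rpb1-12XCTD* and *rpb1-12XS2ACTD*. CESR-Up genes that rose with LatA were 67 (0) and 60 (0), and CESR-Down genes that fell 10 (0) and 39 (0). Between genotypes with DMSO, CESR-Up gave 1 (2) (2 of 10 splits), CESR-Down 0 (1) (10 of 10), the stress response 2 (5) (3 of 10) and cytokinesis 2 (11) (3 of 10). With LatA they gave 4 (0), 6 (0), 15 (0) and 6 (0), each in 1 of 10, and Fisher's exact test on meiosis genes gave p = 0.000614 (1). No other split called a gene between genotypes with LatA, and none called over 1 in the LatA effects. The values of the lists and of the exact test in these comparisons follow from those totals and add nothing to them. Lists past camera were 3 (14) with DMSO (10 of 10 splits), 11 (12) with LatA (3 of 10) and 12 (13) and 10 (13) in the LatA effects (6 of 10 each). The 66 genes came from *rpb1-12XCTD* DMSO replicate 1 with *rpb1-12XS2ACTD* DMSO replicates 2 and 3 against the other DMSO arrays, and together with the 11 cytokinesis genes and 14 lists they point to a structure among the DMSO arrays other than the genotype. Among the 4 splits that part all 3 same-number pairs of the LatA arrays, fitted without a block, the highest other called 0 genes. For the interaction, 18 of 100 splits called at least 1 gene. The highest other called 387, with the LatA arrays of *rpb1-12XCTD* and the DMSO arrays of *rpb1-12XS2ACTD* as one side. That split exchanges the genotypes of the DMSO arrays alone, so its interaction is the sum of the 2 genotype effects. Other splits can carry a part of these effects, so they are no clean measure of chance. Chance is not excluded for the count of the interaction.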
